# The transcriptional regulator VAL1 promotes Arabidopsis flowering by repressing the organ boundary genes *BOP1* and *BOP2*

**DOI:** 10.1093/plphys/kiaf160

**Published:** 2025-04-24

**Authors:** Yajiao Cheng, Benjamin J M Tremblay, Vicente Balanzà, Alvaro S Larran, Julia I Qüesta

## Abstract

The transition to reproductive development is a critical step in the plant lifecycle and relies on the integration of intrinsic and environmental signals. Several different pathways controlling flowering time function downstream of the perception of environmental cues such as day length (photoperiodic pathway) and seasonal temperature (vernalization and ambient temperature pathways). In addition, the phytohormone gibberellin (GA) induces the floral transition under noninductive photoperiod. In the model plant Arabidopsis (*Arabidopsis thaliana*), the transcriptional repressor VIVIPAROUS1/ABSCISIC ACID INSENTIVE3 (ABI3)-LIKE1 (VAL1) triggers the stable repression of the floral repressor *FLOWERING LOCUS C* (*FLC*) during vernalization. However, the involvement of VAL1 in other flowering pathways remains unclear. In this work, we combined genetic and transcriptomic approaches to investigate the requirement of VAL1 for flowering activation under different day lengths. We found that VAL1, but not its sister protein VAL2, is required to induce the floral transition both under long and short days. The delayed flowering time of *val1* mutant plants was fully bypassed by exogenous GA application. We demonstrated that VAL1-mediated induction of flowering occurs partially via the direct epigenetic repression of the organ boundary genes *BLADE-ON-PETIOLE1* (*BOP1*) and *BOP2*. Our work thus expands the repertoire of VAL target genes and further demonstrates the pleiotropic role of VAL factors in regulating Arabidopsis development.

## Introduction

Flowering time control in plants is highly responsive to environmental cues. Perception of light and temperature is key to align flowering to the correct season to maximize reproductive success. In the temperate plant Arabidopsis (*Arabidopsis thaliana*), different flowering pathways have been defined that rely on registration of environmental signals over time. In winter annual Arabidopsis ecotypes, prolonged exposure to winter cold temperature, a process known as vernalization, is interpreted as a flowering-promoting signal and flowering occurs rapidly in the following spring (Hepworth and Dean 2015). In summer annual Arabidopsis, moderate increases in ambient temperature (thermosensory pathway) can also accelerate flowering (Capovilla et al. 2015; Jin and Ahn 2021). In parallel to seasonal temperature fluctuations, day length (photoperiod) changes gradually throughout the year. Activation of the Arabidopsis photoperiodic flowering pathway (long days, LD) leads to transcriptional activation of *FLOWERING LOCUS T* (*FT*), which takes place in leaf tissues under long days (Andrés and Coupland 2012; Song et al. 2015; He et al. 2020). In fact, both photoperiodic and temperature-dependent flowering pathways converge in *FT* activation. Mobilization of FT protein from leaves to the shoot apical meristem (SAM) is required for floral initiation. At the shoot apex, FT forms a complex with the basic-leucine zipper (bZIP) transcription factor FD (Abe et al. 2005; Wigge et al. 2005; Jaeger et al. 2013). Functional assembly of the FT–FD complex is essential for the induction of inflorescence meristem (IM) identity genes *SUPPRESSOR OF CONSTANS1 (SOC1)*, *AGAMOUS-LIKE24 (AGL24)*, and *FRUITFULL (FUL)*, which in turn promote activation of floral meristem (FM) identity genes *LEAFY (LFY)*, *APETALA1 (AP1)*, and *CAULIFLOWER (CAL)* (Wigge et al. 2005; Collani et al. 2019) thus conferring floral fate.

Promotion of flowering through vernalization relies on the epigenetic silencing of the major Arabidopsis floral repressor gene *FLOWERING LOCUS C* (*FLC*). FLC blocks flowering by direct repression of *FT* (Searle et al. 2006). Increasing weeks of winter cold induce gradual and quantitative downregulation of *FLC* expression, until it reaches very low levels (Berry and Dean 2015). The maintenance of *FLC* repression during spring, achieved by the vernalization-specific PLANT HOMEODOMAIN (PHD) proteins—POLYCOMB REPRESSIVE COMPLEX 2 (PHD–PRC2), releases *FT* expression to promote the floral transition. Epigenetic silencing of *FLC* is triggered by the sequence-specific DNA-binding protein VIVIPAROUS1/ABI3-LIKE1 (VAL1) (Qüesta et al. 2016; Yuan et al. 2016), which binds to an *FLC* intragenic site during cold, facilitating the recruitment of PHD–PRC2 to the locus. Following VAL1/PHD–PRC2 binding, *FLC* chromatin becomes enriched with H3K27me3 and the gene remains transcriptionally inactive. Due to its ability to guide PHD–PRC2 to *FLC* chromatin during cold, VAL1 could be considered a component of the vernalization genetic pathway. However, analysis of mutant combinations of *VAL1* and *PHD–PRC2* including *VERNALIZATION INSENSITIVE3 (VIN3)* and *VERNALIZATION2* (*VRN2)* have demonstrated a synergistic effect on flowering time (Qüesta et al. 2016). Following vernalization, the *val1 vin3* and *val1 vrn2* double mutant plants flowered substantially later than the single mutants *val1*, *vin3*, and *vrn2*. In fact, *val1 vin3* and *val1 vrn2* were unable to flower even after a 20-wk-long vernalization treatment. These observations suggest that, in addition to vernalization, VAL proteins may influence other flowering pathways in Arabidopsis.

Besides environmental signals, endogenous cues such as the phytohormone gibberellic acid (GA), plant age and carbohydrate status are key factors that promote flowering (Andrés and Coupland 2012; Conti 2017; Izawa 2021). Mutants defective in GA biosynthesis display moderate late flowering under long-day conditions, but nonflowering phenotypes under short-day conditions (Wilson et al. 1992), indicating the obligate requirement for GA when the photoperiod is disrupted. Application of exogenous GA can overcome the delay in flowering under short day (SD) (Langridge 1957). GA signaling is largely mediated by a class of nuclear proteins, globally referred to as DELLA, which act as negative regulators of GA signaling (Harberd 2003). There are 5 DELLA genes in Arabidopsis, with both specific and redundant functions (Davière and Achard 2013). GA binding to the GIBBERELLIN INSENSITIVE DWARF1 (GID1) receptor promotes proteasome-mediated degradation of DELLA proteins (Silverstone et al. 2001; Willige et al. 2007; Murase et al. 2008).

Floral induction under SD conditions also requires the age-dependent regulation of the levels of 2 microRNAs, miR156 and miR172 (Kinoshita and Richter 2020; Izawa 2021). The highly abundant miR156 is expressed in leaves during juvenile growth (Axtell and Bartel 2005; Schwab et al. 2005). To confer a gradual transition from the juvenile-to-adult phase, miR156 progressively declines in successively developing shoot-derived leaf primordia (He et al. 2018). miR156 reduction results in an increase of miR156-targeted *SQUAMOSA-PROMOTER BINDING PROTEIN-LIKE* (*SPL*) genes both in leaves and the shoot apex (Wang et al. 2009; Yamaguchi et al. 2009). Subsequently, *SPL* activates the transcription of miR172 loci, which in turn silences a family of *AP2* transcriptional repressors of *FT*. Thus, reduction of miR156 results in increased levels of miR172 leading to *FT* activation and flowering (Wu et al. 2009), although more recent work has shown that miR172 may function independently of miR156 (Zhao et al. 2023). Transcription of *MIR156* is repressed at the adult phase by the epigenetic function of PRC1 and PRC2 (Picó et al. 2015; Xu et al. 2016a; Xu et al. 2016b), which is likely dependent on the function of VAL1 protein. Reduced VAL1 activity significantly delays the timing of vegetative phase change through both miR156-dependent and independent mechanisms (Fouracre et al. 2021). *val1* mutant delay in reaching the adult phase may affect their timing to acquire competence to flower, critical for plants growing under noninductive photoperiods.

Acquisition of FM and the maintenance of proper meristem architecture are important to regulate the floral transition. In plant meristems, lateral organ boundaries separate the meristematic zone containing undifferentiated cells from the lateral organs containing differentiated cells. At the shoot apex, *BLADE-ON-PETIOLE1* (*BOP1*) and *BOP2* genes, which encode 2 BTB (for Broad-complex, Tramtrack, Bricà-brac)-ankyrin transcriptional coactivators, are specifically expressed at the base of lateral organs, adjacent to the boundary (Ha et al. 2004; Hepworth et al. 2005; Norberg et al. 2005). *BOP* genes function in the determination of leaf, flower, inflorescence, and root nodule architecture (Ha et al. 2004, 2007; Hepworth et al. 2005; Norberg et al. 2005; Karim et al. 2009; Xu et al. 2010; Couzigou et al. 2013; Khan et al. 2012, 2015, p. 20). Ectopic expression of *BOP* genes outside the lateral organ boundaries, expanding into the meristematic zone, delays the floral transition in Arabidopsis (Andrés et al. 2015), likely due to the capacity of *BOP1* and *BOP2* to repress *FD* transcription at the shoot apex. Thus, highly controlled spatial and cell-specific regulation of organ boundary genes at the shoot meristem ensures the floral transition.

In this work, we explored the flowering behavior of *val* mutants under different photoperiod regimes. We found that VAL1 is required to induce flowering under different day length conditions. Through transcriptomic and genetic analyses, we have identified the organ boundary genes *BOP1* and *BOP2* as downstream targets directly repressed by VAL1 to promote the Arabidopsis floral transition. Our work contributes to expanding the gene networks regulated by VAL proteins to induce Arabidopsis developmental transitions.

## Results

### VAL1 protein is required for Arabidopsis flowering both under inductive and noninductive photoperiod

VAL proteins are integral players of the vernalization mechanism (Qüesta et al. 2016; Yuan et al. 2016; Mikulski et al. 2022). However, the function of these proteins in other flowering pathways remains poorly investigated. We analyzed the flowering behavior of Arabidopsis *val1-2* and *val2-1* single mutant alleles (in the text also referred to as *val1* and *val2*, respectively) growing at ambient temperature of 22 °C under LD photoperiod (LD, 16 h light, 8 h dark). We observed that *val1* plants flowered slightly but significantly later than *val2* and wild-type (WT) Col-0 plants (Fig. 1A), producing a significantly higher number of leaves at bolting (Fig. 1B). In contrast to *val1*, flowering of *val2* single mutant plants was equivalent to WT (Fig. 1B). Next, we tested flowering induction under noninductive photoperiod (SD, 8 h light, 16 h dark). When growing under SD, *val1* mutant exhibited a marked delay in flowering time (Fig. 1, C and D). Under these conditions, *val2* showed an acceleration of flowering compared with WT (Fig. 1C).

**Figure 1.**
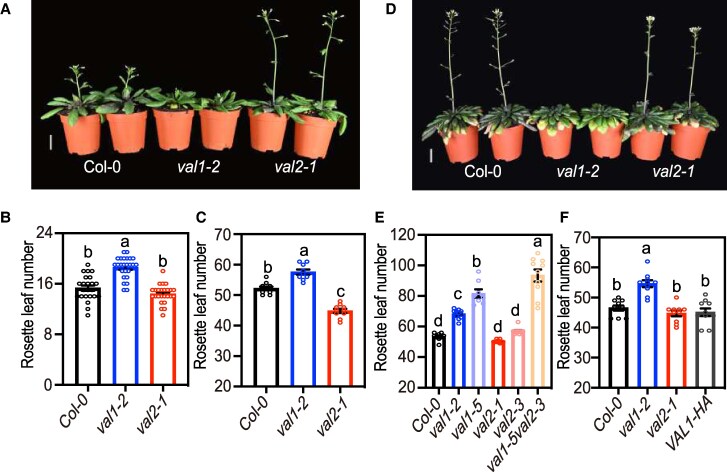
VAL1 function is required to induce flowering under inductive and noninductive photoperiod. **A)** and **D)** Flowering phenotype of 30-d-old Col-0 (WT), *val1* and *val2* plants grown under long-day photoperiod (**A**; LD, 16 h light/8 h dark) and of 73-d-old plants grown under short-day photoperiod (**D**; SD, 8 h light/16 h dark). Scale bar: 2 cm. **B)** and **C)** Rosette leaf number at bolting of WT, *val1* and *val2* plants grown under either LD **(B)** or SD **(C). B)** and **C)**, *n* ≥ 10. **E)** Rosette leaf number of WT, *val1*, *val1-5*, *val2*, *val2-3* and *val1-5 val2-3* double mutants grown under SD (*n* = 10). **F)** Rosette leaf number of WT, *val1*, *val2*, and *VAL1* complementation lines (*pVAL1:VAL1-3xHA-62*) grown under SD (*n* = 10). Values in **B)** to **C)** and **E)** to **F)** are means ± SEM. Different letters indicate significant differences as determined using Ordinary one-way ANOVA Multiple comparisons (*P*  *<*  *0.05*).

The flowering phenotypes of *val1* and *val2* were investigated in additional mutant alleles under SD (Fig. 1E). Like *val1*, *val1-5* allele also flowered later than WT under SD, whereas the *val2-3* allele flowered with equivalent number of leaves as *val2* and WT plants. In this case, we did not capture the acceleration of flowering in the *val2-1* background that we had observed in Fig. 1C. Interestingly, the *val1-5 val2-3* double mutant flowered significantly later than *val1-5* single mutants, possibly due to the contribution of the *val2-3* allele. This redundant effect of *VAL2* in a *VAL1* deficient background is not unique to the floral transition, as it has previously been described for other developmental transitions (Suzuki et al. 2007; Tsukagoshi et al. 2007; Yang et al. 2013a; Yuan et al. 2021). Finally, the late-flowering phenotype of *val1* was complemented with a *VAL1* genomic construct carrying a C-terminal translational fusion to HA tag (*pVAL1:VAL1-3xHA*; Fig. 1F and Supplementary Fig. S1, A to C). Four independent *VAL1-HA* transgenic lines flowered at the same time as WT plants (Supplementary Fig. S1C). These results demonstrate a prominent role of VAL1 in the control of flowering time in Arabidopsis both under LD and SD, while VAL2 seems to only be required in the absence of functional VAL1.

### VAL1 accelerates flowering under noninductive photoperiod partially through the repression of *FLC*

In winter annual Arabidopsis, VAL1 triggers the epigenetic silencing of *FLC* during winter, counteracting the positive effect of FRIGIDA (FRI) on *FLC*, and allowing spring flowering (Qüesta et al. 2016). Delay of flowering time in *val1 FRI* mutant was associated with elevated levels of *FLC* expression before, during and after vernalization treatment. *FLC* is a main component of the vernalization pathway, and its implication in other flowering pathways remains much less studied. Thus, we sought to investigate whether the late-flowering phenotype of *val1* was due to increased *FLC* levels.

Under LD conditions, we observed that *FLC* expression was higher in *val1* compared with *val2* and WT (Supplementary Fig. S2A). These results agreed with previous transcriptomics analyses that have reported increased *FLC* mRNA levels in the *val1 val2* double mutants (Suzuki et al. 2007; Yuan et al. 2021). In addition, a recent report has shown that disruption of *FLC* expression in *val1* mutant background (the authors generated *val1-2 flc-6* double mutant plants) could suppress the late-flowering phenotype of *val1* mutant in LD conditions (Jing et al. 2019). The higher *FLC* levels of *val1* mutant are complemented with the *VAL1-HA* genomic construct (Supplementary Fig. S1B). Together, these analyses imply that VAL1 controls LD flowering via the repression of *FLC* gene. Under SD conditions, we also detected higher *FLC* mRNA levels in *val1* mutants compared with WT and *val2* (Fig. 2A). Despite the higher initial *FLC* expression levels, reduction of *FLC* in increasing weeks of growth was not impaired in *val1* (Fig. 2A and Supplementary Fig. S2A). This observation suggests that VAL1 repressive function modulates the amount of *FLC* transcripts accumulated in young Arabidopsis seedlings, while other factors may be responsible for *FLC* downregulation as growth progresses.

**Figure 2.**
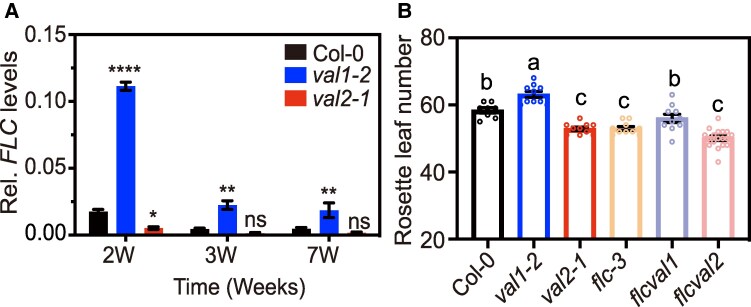
VAL1 accelerates flowering in SD partially through the transcriptional repression of *FLC*. **A)** Relative (Rel.) *FLC* transcript abundance tested by RT-qPCR in Col-0 (WT), *val1* and *val2* mutant plants grown under SD. Seeds were stratified during 72 h in the dark at 4 °C, and then transferred to the light for germination at 22 °C in SD. Plants were incubated during 2, 3, and 7 wk before sample collection. Leaf material was collected for total RNA isolation. Values are means ± SEM (*n* ≥ 3). *ACTIN2* was used as normalization control. Different stars indicate significant differences as determined using Ordinary two-way ANOVA Multiple comparisons (*P  *<*  *0.05*, **P  *<*  *0.01*, ****P  *<*  *0.0001*; ns, not significant). **B)** Flowering time of WT, *val1*, *val2* and *flc-3* single mutants, and *flc val1* and *flc val2* double mutant plants grown under SD, measured as rosette leaf number. Values are means ± SEM (*n* ≥ 8). Different letters indicate significant differences as determined using Ordinary one-way ANOVA Multiple comparisons (*P*  *<*  *0.05*).

The consistently higher *FLC* levels in the *val1* single mutant suggested that the delay in flowering time was caused by the major effect of *FLC*. To test this possibility, we generated *val1 flc-3* double mutants and scored flowering time under SD. Deficiency in *FLC* accelerates flowering in SD compared with WT plants as previously reported (Proveniers et al. 2007). However, mutation of *FLC* did not fully suppress the late-flowering phenotype of *val1* (Fig. 2B and Supplementary Fig. S2B). The intermediate rosette leaf number at flowering of *val1 flc-3* compared with *flc-3* and *val1* single mutants under SD suggests that VAL1 accelerates flowering partially through the transcriptional repression of *FLC* gene. This observation also implies that other VAL1 downstream targets may be involved in the regulation of flowering in SD.

### GA suppresses the late-flowering phenotype of *val1* mutant

We next sought to investigate the mechanism whereby VAL1 facilitates flowering under noninductive SD conditions. Floral induction in SDs requires the activity of the phytohormone GA and the age-dependent reduction in the levels of miR156, which is one of the most abundant miRNAs in Arabidopsis with the highest levels at the seedling stage (Wilson et al. 1992; Axtell and Bartel 2005; Schwab et al. 2005). VAL1 inactivates the miR156 pathway to promote vegetative phase change (Fouracre et al. 2021) and possibly also the floral transition. However, the link between VAL1 and GA had not been investigated yet.

GAs positively regulates flowering time in Arabidopsis, particularly under SD (Wilson et al. 1992; Porri et al. 2012). To test a possible link between VAL1 and GA pathway, we analyzed the response of *val1* and *val2* mutants to exogenous GA_3_ treatment (Fig. 3). Consistent with previous reports, exogenous GA_3_ treatment accelerated flowering in WT plants grown in SD (Fig. 3, A and B). Surprisingly, exogenous GA_3_ fully suppressed *val1* delayed flowering phenotype (Fig. 3B and Supplementary Fig. S3). Under mock treatment, *val1* flowered later than WT and *val2*. However, after the application of GA_3_ all 3 genotypes flowered at equivalent time (Fig. 3, A and B and Supplementary Fig. S3).

**Figure 3.**
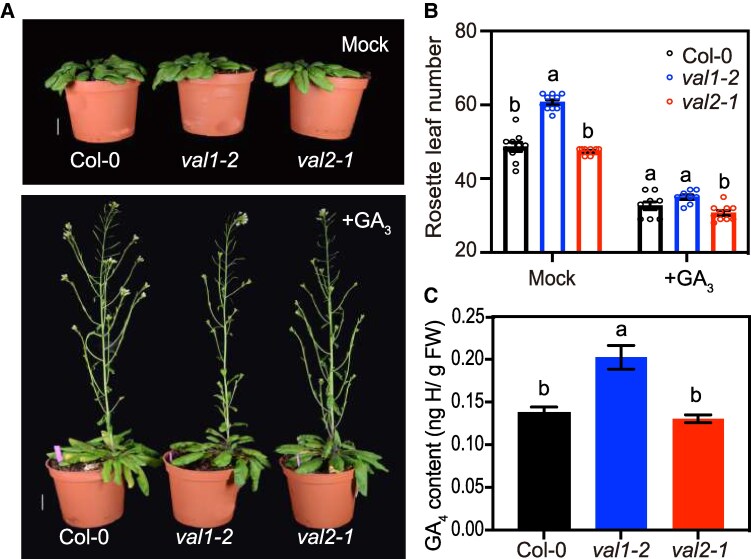
Exogenous supplementation of gibberellin (GA) overcomes the late-flowering phenotype of *val1* under SDs. **A)** Representative images of 55-d-old Col-0 (WT), *val1* and *val2* plants grown under SDs with (+GA_3_, bottom panel) or without (Mock, top panel) the supplementation of GA_3_. +GA_3_ plants were treated with 100 *μ*M GA_3_ plus 0.02% Silwet-77 twice per week, whereas Mock plants were treated with 1% ethanol plus 0.02% Silwet-77. Scale bar: 2 cm. **B)** Rosette leaf number at flowering measured under SDs. Values are means ± SEM (*n* ≥ 9). Different letters indicate significant differences as determined using Ordinary two-way ANOVA Multiple comparisons (*P*  *<*  *0.05*). **C)** Endogenous GA_4_ content was measured in the SAM of 6-wk-old plants under SDs. Values are means ± SEM of three biological replicates. *y* axis represents hormone (H) content per gram of fresh weight (FW; ng H/g FW). Different letters indicate significant differences as determined using Ordinary one-way ANOVA Multiple comparisons (*P*  *<*  *0.05*).

Previous results have shown that *FLC* negatively regulates GA biosynthesis and signaling by forming a complex with its partner repressor *SHORT VEGETATIVE PHASE* (*SVP*) (Mateos et al. 2015). We reasoned that the higher *FLC* mRNA expression observed in *val1* (Fig. 2A) could lead to a reduction of endogenous, bioactive GA levels, resulting in late-flowering phenotype under SD. Gibberellins accumulate in the shoot apex as the plant ages (Wilson et al. 1992). Based on this, we tested accumulation of endogenous bioactive GA_4_ in the SAM of 6-wk-old plants. Unexpectedly, *val1* accumulated significantly higher levels of GA_4_ compared with WT and *val2* (Fig. 3C). These data suggest that the late-flowering phenotype of *val1* under SD is not the consequence of decreased levels of endogenous GAs at the SAM. Nevertheless, exogenous application of GA_3_ fully bypasses the impairment in flowering of the *val1* mutant background.

### Transcriptional responses in shoot apices of *val* mutant plants grown in SD

To further investigate how VAL1 accelerates flowering under SD we opted for genome-wide transcriptomic analysis. Previous works have reported transcriptomic studies conducted in seedlings of single and double mutants of *VAL1* and *VAL2* grown under LD conditions (Suzuki et al. 2007; Yuan et al. 2021). However, in a recent report using a VAL1-GLUCURONIDASE (GUS) translational fusion (*pVAL1:VAL1-GUS*), Fouracre et al. (2021) demonstrated that VAL1 protein predominantly accumulates in the shoot apex of adult plants. While during embryogenesis VAL1-GUS is detected in the root and shoot apical meristems as well as in the provasculature, following germination VAL1 becomes restricted to the shoot apex and developing leaf primordia. Importantly, quantitative analysis of GUS signal demonstrated that VAL1 accumulates more strongly in the shoot apex than in leaf primordia in adult plants (Fouracre et al. 2021). Based on these observations, we wondered whether the regulation of the floral transition under SD relies on a specific function of VAL1 in the shoot apex. To tackle this question, we requested the *pVAL1:VAL1-GUS* line, and confirmed the expression pattern of VAL1-GUS in embryos (Supplementary Fig. S1D), 1-wk-old seedlings (Supplementary Fig. S1E) and 3-wk-old plants (Supplementary Fig. S1F). Furthermore, our analysis demonstrated that VAL1-GUS protein accumulates in the shoot apex and developing leaf primordia of 6-wk-old plants growing under SD (Fig. 4A), ∼10 d before bolting is detected in WT plants (Fig. 1C).

**Figure 4.**
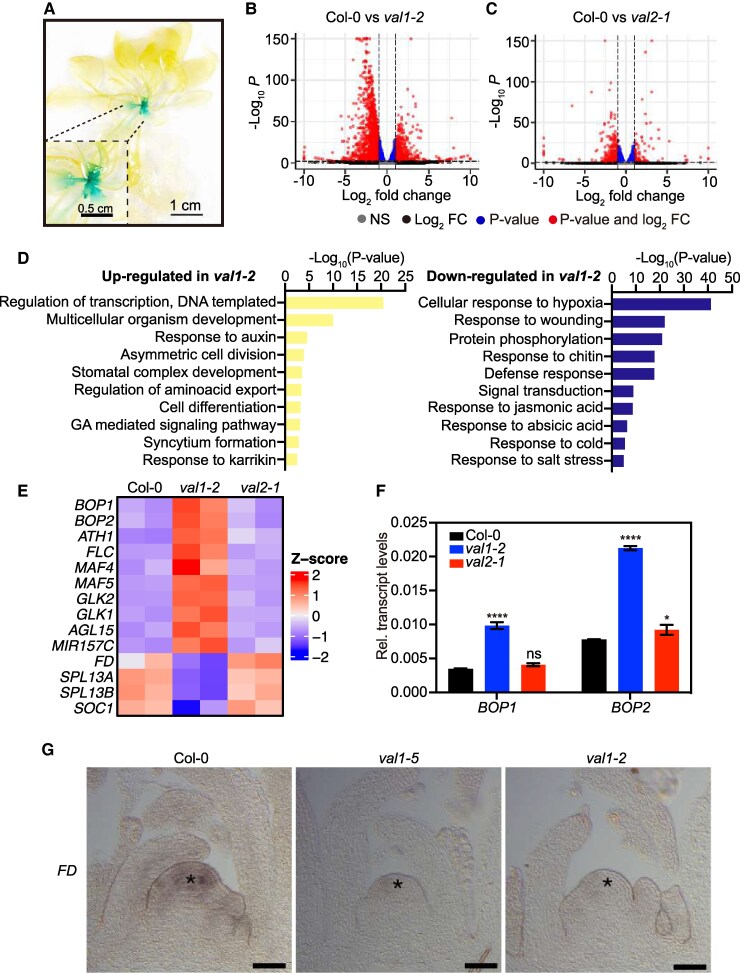
VAL1 deficiency causes misregulation of flowering genes in the Arabidopsis shoot apex. **A)** Expression of *pVAL1:VAL1-GUS* in 6-wk-old seedlings grown under SD. The inset shows magnification of the shoot area. Scale bar: 1 cm. **B)** and **C)** Volcano map of number of DEGs is upregulated in *val1*  **(B)** and *val2*  **(C)** compared to Col-0 (WT). Dashed lines in **B)** and **C)** show the FC = ±2 threshold. FC, log2 fold change; FDR, false discovery rate. **D)** GO analysis of upregulated (left, *n* = 938) and downregulated (right, *n* = 1674) genes in *val1* mutant. Top 10 representative terms are listed and ranked by *P*-value. **E)** Heat-map of upregulated and downregulated genes expression in WT, *val1* and *val2* mutant by RNA-Seq. *Z*-scores of the Transcripts Per Million (TPM) values for all samples are represented. **F)** Transcription level of *BOP1* and *BOP2* in WT, *val1* and *val2* by RT-qPCR in 6-wk-old shoot apical meristems (SAM) under SDs. Values are means ± SEM (*n* = 3). Different stars indicate significant differences as determined using Ordinary two-way ANOVA Multiple comparisons (*P  *<*  *0.05*, ****P  *<*  *0.0001*; ns, not significant). **G)**  *FD* mRNA expression in WT, *val1-5* and *val1* at 15-d-old seedlings grown under LDs by in situ hybridization. Stars indicate the SAM. Scale bar: 50 *µ*m.

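The transcriptomes were measured by RNA-seq in 6 libraries, 2 biological replicates each of WT (Col-0), *val1* (the insertion line *val1-2*) and *val2* (the insertion line *val2-1*). Each library was made from RNA of 0.5 g of shoot apices, dissected from 6-wk-old plants that had grown under SD (8 h light/16 h dark) at 22 °C. According to the Methods, the authors trimmed the paired-end reads with cutadapt, mapped them to TAIR10 with STAR and computed the expression of each Araport11 gene with stringtie, whose estimates were then collected as counts. These counts are estimated from the coverage of the transcripts, and they sum to between 1.49 and 1.52 per uniquely mapped read pair of Supplementary Table S5. The table of counts holds 24292 genes, with between 22635808 and 33474422 counts per library. A deposited table of TPM values covers 16383 of these genes. The counts were analysed with edgeR after TMM normalization, in 1 fit of all 6 libraries with a mean for each genotype. The filter of edgeR on low counts left 21140 genes to be tested, and the other 3152 genes were not tested. A gene was called a DEG when its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was below 0.05 and its change was at least 2-fold. Expression is given as CPM (counts divided by the scaled library size) after TMM normalization, as mean ± SD of the 2 replicates. Across genes, the biological coefficient of variation between replicates was 10.7%.
*VAL1* (AT2G30470), on chromosome 2 from 12980428 to 12985277 on the minus strand in TAIR10, had 40.3 and 55.4 CPM in the WT replicates, 12.5 and 15.7 in *val1* and 32.7 and 39.0 in *val2*. Its log2 fold change in *val1* was -1.76 (standard error 0.17, adjusted p = 5.16e-05 from edgeR's quasi-likelihood test). *VAL2* (AT4G32010), on chromosome 4 from 15479379 to 15485354 on the plus strand, had 39.9 and 40.9 CPM in WT and 36.1 and 39.1 in *val1*, but 149.8 and 164 CPM in the replicates of *val2*. The counts behind these values were 1004 and 1266 in WT and 4871 and 4815 in *val2*, a log2 fold change of 1.96 (standard error 0.0813, adjusted p = 6.15e-06 from the same test). *VAL2* was therefore higher, not lower, in these replicates, and they are called the libraries labelled *val2*.

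**Figure D1:**
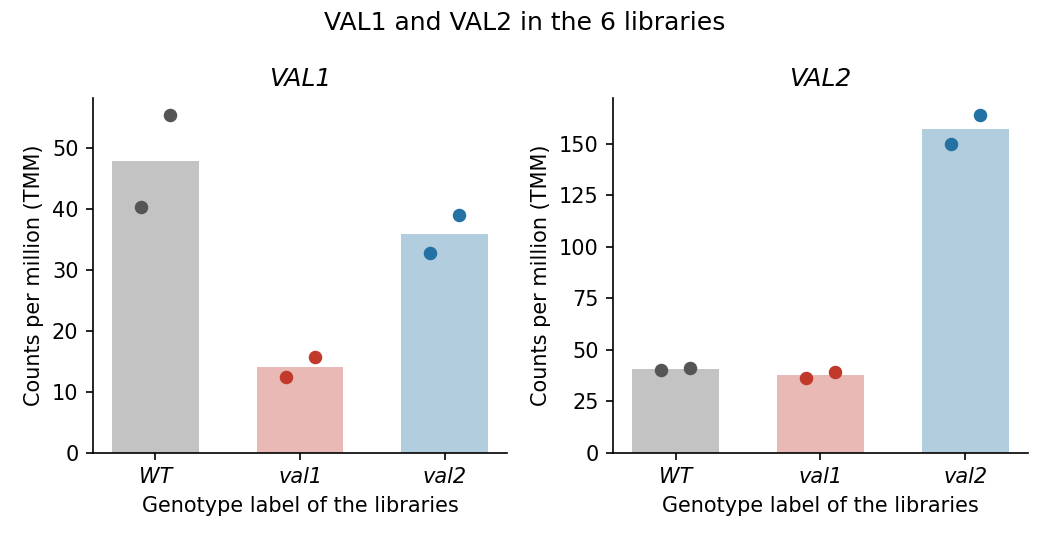
Expression of *VAL1* and *VAL2* in CPM (vertical axes, from 0) in each of the 6 libraries, grouped by the genotype on their label. Points are libraries and bars are the mean of 2 replicates; the libraries labelled *val2* lie at 149.8 and 164 CPM of *VAL2*.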

Considering the VAL1 expression pattern, we performed RNA-seq experiments to compare the transcriptomes of 6-wk-old shoot apices of *val1*, *val2* and WT plants under SD conditions (Supplementary Fig. S4 and Data Set 1). 

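The fit called 3320 DEGs in *val1* and 673 in the libraries labelled *val2*, so *val1* had 4.93 times as many. These totals moved most when no fold change was required, to 9661 genes in *val1* and 3956 in the libraries labelled *val2* with an adjusted p below 0.05. DESeq2, the package named in the Methods, called 3157 and 588 genes with the thresholds of the edgeR analysis.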

Overall, the number of differentially expressed genes (DEGs; comparing mutants and WT) was higher in *val1* (3,220 DEGs) compared with *val2* (645 DEGs; Fig. 4, B and C and Supplementary Fig. S4B, Data Set S1). A total of 1,126 genes were upregulated and 2,094 genes were downregulated in *val1*, whereas only 170 and 475 genes were up- and down-regulated in *val2*, respectively (Supplementary Fig. S4B). 

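In *val1*, 1246 genes were upregulated and 2074 were downregulated, so that 62.5% of the DEGs were downregulated. In the libraries labelled *val2*, in which *VAL2* itself was higher than in WT, 194 genes were upregulated and 479 were downregulated, or 71.2% of the DEGs. When each of the 6 libraries was left out in turn, between 1124 and 1246 of the upregulated and between 1886 and 2074 of the downregulated genes of *val1* kept a change of at least 2-fold in the same direction. The split between the directions depended on the fold-change threshold and on how the libraries were scaled. With TMM and no fold-change threshold, 4988 genes were upregulated and 4673 were downregulated in *val1*, or 48.4% downregulated. With scaling by library size alone, 1976 genes were upregulated and 1576 were downregulated in *val1*, or 44.4% downregulated. That scaling moved the median log2 fold change of all tested genes in *val1* from 0.038 to 0.25, and in the libraries labelled *val2* it gave 265 upregulated and 401 downregulated genes, or 60.2% downregulated. On log2(TPM + 1), tested with limma in the 14831 genes of the TPM table with a mean TPM of at least 1, 1171 genes were upregulated and 1297 were downregulated in *val1*, or 52.6% downregulated. On log2(TPM + 0.1) the numbers were 1638 and 1504, or 47.9% downregulated, and the median of these genes was 0.29 on either TPM scale. The TPM table lacks 7909 genes, which had a median unadjusted p of 0.596 in *val1* where they were tested, so it leaves out mostly unchanged genes.

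**Figure D2:**
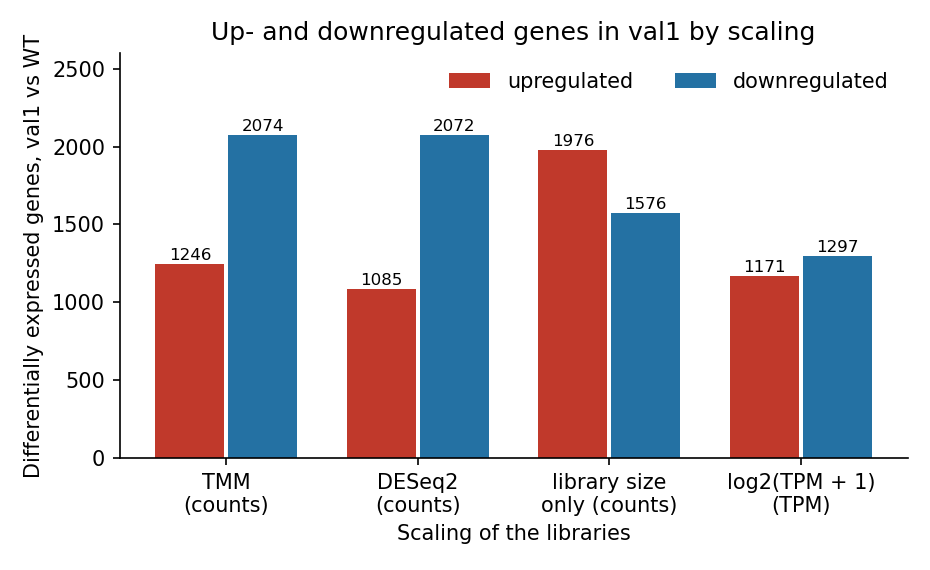
Number of DEGs (vertical axis) up- and downregulated in *val1* against WT under 4 scalings of the libraries (horizontal axis). Downregulated genes outnumber upregulated ones under TMM, DESeq2 and log2(TPM + 1), and are fewer under library size alone (1576 against 1976); the TPM values cover only part of the genes.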

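Among the DEGs called in *val1* and not in the libraries labelled *val2*, 1129 genes were upregulated and 1807 were downregulated, a ratio of 1.60. The ratio was 1.86 with DESeq2 and 0.770 with scaling by library size alone (1790 upregulated and 1378 downregulated genes). Without a fold-change threshold the ratio was 0.913 (3484 upregulated and 3182 downregulated genes). On the TPM values it was 1.05 for log2(TPM + 1) and 0.902 for log2(TPM + 0.1), with the limit that the TPM table holds fewer unchanged genes. Leaving out 1 library at a time kept between 1011 and 1129 of the upregulated and between 1647 and 1807 of the downregulated genes past 2-fold. Being called in only 1 of the mutants does not show that a gene differs between them, so *val1* and the libraries labelled *val2* were also compared directly. Of the 2936 genes called only in *val1*, 1837 (62.6%) were DEGs in that comparison, 644 of them upregulated and 1193 downregulated.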

When comparing the genes uniquely differentially expressed in *val1*, it is interesting that the number of downregulated genes (1,827 genes) almost double the amount of upregulated genes (1,028 genes; Supplementary Fig. S4B and Data Set 2).

Gene ontology analysis was performed for *val1* up- and downregulated genes separately (Fig. 4D and Supplementary Table S1, Data Sets 3 and 4). 

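The 20 terms of Supplementary Table S1 were tested on the DEGs called only in *val1* with the process names of an older gene annotation, which carries a process for 11096 genes. The study found these terms with DEGs of the same libraries, so a low p here is not independent evidence. The background was the 9094 tested genes with a process name, of which 414 were upregulated and 816 were downregulated only in *val1*, and the two-sided Fisher's exact test was adjusted over the 20 terms. Regulation of transcription covered 80 of the 414 upregulated genes where 30.7 were expected, a 2.60-fold enrichment (adjusted p = 3.69e-15, Fisher's exact test). DNA replication covered 8 genes (4.39-fold, adjusted p = 0.00105), stomatal complex development both of its 2 genes (adjusted p = 0.00517) and regulation of amino acid export 2 of its 3 genes (adjusted p = 0.0134). Multicellular organism development, with 6 genes (1.97-fold, adjusted p = 0.169), and response to auxin, with 4 genes (1.57-fold, adjusted p = 0.359), did not pass 0.05. The enrichment of regulation of transcription was 2.27-fold when all annotated genes formed the background and 2.48-fold for all genes upregulated in *val1*.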

Regulation of transcription was by far the most enriched gene ontology (GO)-term for *val1* upregulated genes followed by the regulation of different developmental processes (Fig. 4D and Supplementary Data Set 3). 

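In the same annotation, the term for the gibberellic acid mediated signaling pathway is carried by only 4 of the tested genes. None of the 4 was upregulated only in *val1*, where 0.182 genes were expected (adjusted p = 1, Fisher's exact test), and a term of this size gives the test little to find. Cell differentiation, with 10 tested genes, also had 0 among the upregulated genes (adjusted p = 1).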

GA-mediated signaling pathway appeared among the top nonredundant categories for *val1* upregulated genes (Fig. 4D and Supplementary Data Set 3). Accordingly, we detected increased expression of the *DELLA* gene *GIBBERELLIN INSENSITIVE* (*GAI*) which we confirmed by Reverse transcription quantitative PCR (RT-qPCR) (Supplementary Fig. S5C). 

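*GAI* (AT1G14920), on chromosome 1 from 5148982 to 5151415 on the plus strand, had 12.7 ± 4.12 CPM in WT, 39.1 ± 3.37 CPM in *val1* and 13.7 ± 0.827 CPM in the libraries labelled *val2* (SD, n = 2). The rise in *val1* was a log2 fold change of 1.61 (standard error 0.19, adjusted p = 0.000143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), larger than the difference between replicates. The log2 fold change stayed between 1.32 and 1.99 with each library left out in turn. The log2 fold change in the libraries labelled *val2* was 0.094 (adjusted p = 0.775), and without the first WT replicate it was -0.20.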

Consistent with the increased levels of GA_4_ in *val1* apices (Fig. 3C), we also detected induced accumulation of transcripts of genes involved in GA biosynthesis as well as a reduction of GA catabolic genes (Supplementary Fig. S5, A and B). The *val1* downregulated genes were overrepresented by GO-terms related to biotic and abiotic stress responses (Fig. 4D and Supplementary Data Set 4). 

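Among the 816 genes of the background that were downregulated only in *val1*, defense response covered 75 genes where 24.0 were expected (3.12-fold, adjusted p = 9.11e-19, two-sided Fisher's exact test). Protein phosphorylation covered 126 genes (2.05-fold, adjusted p = 3.69e-15) and signal transduction 60 genes (3.00-fold, adjusted p = 1.12e-14). Response to chitin had 21 genes (4.33-fold, adjusted p = 9.5e-09), response to wounding 19 genes (3.53-fold, adjusted p = 2.04e-06) and response to salt stress 33 genes (1.59-fold, adjusted p = 0.0143). Response to hypoxia had 3 of its 8 genes (adjusted p = 0.052), and the terms for jasmonic acid, abscisic acid and cold had adjusted p values of 0.0775, 0.176 and 0.297. In all, 6 of the 10 terms listed for downregulated genes passed an adjusted p of 0.05, against 4 of the 10 listed for upregulated genes. The terms had been picked on the same libraries, so these numbers are not an independent test of them.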

In summary, knockdown of *VAL* genes causes transcriptomic alterations in Arabidopsis SAM of 6-wk-old plants, which are more pronounced in the *val1* mutant compared to *val2*. 

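Compared directly with the libraries labelled *val2*, *val1* had 2560 DEGs, of which 1092 were higher and 1468 were lower in *val1*. Between 2302 and 2560 of them kept a change of at least 2-fold when 1 of the libraries was left out. DESeq2 called 2399 genes in this comparison and scaling by library size alone 2633, with 45.9% of them lower in *val1* in place of 57.3%. *VAL2* itself was higher, not lower, in the libraries labelled *val2* than in WT.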

GO analysis supports the role of VAL1 as a transcriptional regulator of multiple genes belonging to different developmental pathways.

### VAL1 regulates flowering genes in Arabidopsis SAM

Although flowering genes did not appear enriched among the top GO-terms in the *val1* dataset (Fig. 4D and Supplementary Table S1, Data Sets 3 and 4), we were still able to identify *val1* upregulated genes that are related to reproductive development among the list of GO-term categories with lower *P*-values (Supplementary Table S2). 

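*FLC* (AT5G10140) lies on chromosome 5 from 3173382 to 3179448 on the minus strand in TAIR10. Its expression was 5.24 ± 0.222 CPM in WT, 24.5 ± 3.61 CPM in *val1* and 5.87 ± 0.946 CPM in the libraries labelled *val2* (SD, n = 2). The log2 fold change in *val1* was 2.22 (standard error 0.16, adjusted p = 8.55e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 2.06 and 2.37 with each library left out in turn. A gene that overlaps *FLC* on the opposite strand was counted with between 2 and 10 counts per library. Reads of that gene among the counts of *FLC* were not excluded. *AGL15* (AT5G13790), on chromosome 5 from 4448862 to 4450958 on the minus strand, rose from 3.26 ± 0.787 to 11.4 ± 0.846 CPM, a log2 fold change of 1.80 (standard error 0.20, adjusted p = 0.000119 from the same test). In the libraries labelled *val2* the log2 fold changes of *FLC* and *AGL15* were 0.16 and 0.14 (adjusted p = 0.553 and 0.701), and the direction of each changed when 1 replicate was left out, to -0.013 for *FLC* and -0.081 for *AGL15*.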

Within these gene groups, we found 2 already characterized VAL1 targets: (i) *FLC* (Qüesta et al. 2016; Yuan et al. 2016); and (ii) *AGL15* (Chen et al. 2018) (Fig. 4E). Furthermore, we were able to identify other flowering-linked Arabidopsis genes potentially repressed by VAL1 function (Supplementary Tables S2, S3 and Fig. 4E). Among these, we observed that the *FLC* homologs *MADS AFFECTING FLOWERING* 4 (*MAF4*) and *MAF5* were upregulated in *val1* mutant. 

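*MAF4* (AT5G65070) and *MAF5* (AT5G65080) are neighbours on chromosome 5, from 25992193 to 25996202 and from 25997504 to 26002619. *MAF4* had 2.68 ± 0.922 CPM in WT and 7.98 ± 2.24 CPM in *val1* (SD, n = 2), a log2 fold change of 1.56 (standard error 0.29, adjusted p = 0.00209 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *MAF5* had 1.07 ± 0.172 CPM in WT and 17.1 ± 0.643 CPM in *val1*, a log2 fold change of 3.97 (standard error 0.22, adjusted p = 2.57e-06). With each library left out in turn, the values ranged from 1.24 to 1.97 for *MAF4* and from 3.83 to 4.16 for *MAF5*. In the libraries labelled *val2*, *MAF4* had 2.68 ± 0.425 CPM and *MAF5* 1.28 ± 0.411 CPM, neither of which differed from WT (adjusted p = 0.992 and 0.562).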

Overexpression of *MAF4* and *MAF5* led to late-flowering phenotypes, indicating that these genes also act as floral repressors (Ratcliffe et al. 2003). 

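*GLK1* (AT2G20570), on chromosome 2 from 8855302 to 8857758 on the plus strand, had 26.5 ± 1.80 CPM in WT and 67.1 ± 4.29 CPM in *val1* (SD, n = 2). This was a log2 fold change of 1.34 (standard error 0.0859, adjusted p = 4.67e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *GLK2* (AT5G44190), on chromosome 5 from 17798262 to 17800926 on the plus strand, expression was 17.9 ± 0.702 CPM in WT and 62.2 ± 1.14 CPM in *val1*, a log2 fold change of 1.80 (standard error 0.14, adjusted p = 1.27e-05). The libraries labelled *val2* had 28.6 ± 0.468 CPM of *GLK1* and 20.6 ± 4.69 CPM of *GLK2* (adjusted p against WT = 0.415 and 0.347). None of the 50-base words in the exons of either gene occurs elsewhere in the genome.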

We also detected increased transcript levels of the *GOLDEN2 LIKE* (*GLK*) gene pair, *GLK1* and *GLK2* in *val1*. *GLK1* and *GLK2* have recently been implicated in the regulation of Arabidopsis flowering time (Susila et al. 2023). Additionally, *MIR157C* transcript expression appeared enriched in *val1* mutant, while the miR157 downstream targets *SPL13A* and *SPL13B* (Xu et al. 2016b) were downregulated (Fig. 4E).

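*MIR157C* (AT3G18217), on chromosome 3 from 6244500 to 6244716 on the minus strand, is annotated as a gene of 217 bases, and its counts were low, between 12 and 58 per library. It had 0.432 ± 0.0628 CPM in WT and 1.77 ± 0.156 CPM in *val1* (SD, n = 2), a log2 fold change of 2.04 (standard error 0.40, adjusted p = 0.00318 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had, in the libraries labelled *val2*, 0.622 ± 0.227 CPM, not different from WT (log2 fold change 0.52, adjusted p = 0.454). *SPL13A* (AT5G50570) and *SPL13B* (AT5G50670) lie on chromosome 5 from 20582083 to 20584721 and from 20615565 to 20618063. Every 50-base word in the exons of either gene occurs elsewhere in the genome (100% of the words), so reads cannot be assigned to one of them by sequence and their counts are not independent measurements. *SPL13A* fell from 97.7 ± 4.54 CPM in WT to 33.7 ± 3.28 CPM in *val1*, a log2 fold change of -1.54 (standard error 0.0921, adjusted p = 3.39e-06 from the same test). *SPL13B* fell from 98.8 ± 4.04 to 34.0 ± 4.36 CPM, with a log2 fold change of -1.54 (adjusted p = 5.22e-06). The pair had, in the libraries labelled *val2*, 86.7 ± 5.36 and 87.8 ± 5.58 CPM.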

Curiously, the organ boundary genes *BOP1* and *BOP2* were also upregulated in the shoot apex of 6-wk-old *val1* plants (Fig. 4E and Supplementary Tables S2, S3). 

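*BOP1* (AT3G57130) lies on chromosome 3 from 21147558 to 21150238 on the plus strand in TAIR10. It had 3.09 ± 0.297 CPM in WT, 7.86 ± 0.694 CPM in *val1* and 3.00 ± 0.676 CPM in the libraries labelled *val2* (SD, n = 2), from between 74 and 227 counts per library. The log2 fold change in *val1* was 1.35 (standard error 0.21, adjusted p = 0.000757 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *BOP2* (AT2G41370), on chromosome 2 from 17237727 to 17240609 on the minus strand, was expressed at 13.6 ± 2.32 CPM in WT, 33.2 ± 2.95 CPM in *val1* and 12.6 ± 3.51 CPM in the libraries labelled *val2*, from between 296 and 958 counts. Its log2 fold change in *val1* was 1.29 (standard error 0.19, adjusted p = 0.000565 from the same test). Against WT, the libraries labelled *val2* showed no detectable difference in either gene (log2 fold change -0.036, adjusted p = 0.932 for *BOP1*, and -0.11, adjusted p = 0.751 for *BOP2*), and the sign of both changed when 1 replicate was left out.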

Although more broadly recognized for their role in the determination of leaf, flower, inflorescence, and root nodule architecture (Hepworth et al. 2005; Norberg et al. 2005; Ha et al. 2007; McKim et al. 2008; Karim et al. 2009; Xu et al. 2010; Khan et al. 2012, 2015; Couzigou et al. 2013; Crick et al. 2022; Hu et al. 2023), *BOP* genes also participate in Arabidopsis floral induction. A previous study showed that ectopic activation of *BOP* genes outside their restricted expression zones in the Arabidopsis shoot apex strongly reduced *FD* accumulation (Andrés et al. 2015). Indeed, increased expression levels of *BOP1* and *BOP2* in 6-wk-old SAM of *val1* mutants grown under SD were confirmed by RT-qPCR (Fig. 4F). Accordingly, *FD* expression was downregulated in *val1* (Fig. 4, E and G and Supplementary Table S3), which correlated with the delayed flowering phenotype of *val1* plants under SD. 

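*FD* (AT4G35900), on chromosome 4 from 17004382 to 17006462 on the plus strand, had 7.69 ± 1.10 CPM in WT and 3.66 ± 0.445 CPM in *val1* (SD, n = 2). The log2 fold change was -1.08 (standard error 0.17, adjusted p = 0.000827 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The size of the change lay close to 2-fold and depended on the processing. It was -0.86 with scaling by library size alone, -0.77 on log2(TPM + 1) and -0.89 on log2(TPM + 0.1), so *FD* was lower in each of these but not called a DEG. Without the second WT replicate the log2 fold change was -0.92, and without the second *val1* replicate it was -0.95. The libraries labelled *val2* had 9.66 ± 0.441 CPM, a log2 fold change of 0.33 (adjusted p = 0.184).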

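*SOC1* (AT2G45660), on chromosome 2 from 18807505 to 18811125 on the minus strand, was expressed at 3.46 CPM in both WT replicates and at 1.82 ± 0.506 CPM in *val1* (SD, n = 2), from 36 and 67 counts in the *val1* replicates. Its log2 fold change was -0.92 (standard error 0.25, adjusted p = 0.0160 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), short of the 2-fold change required of a DEG. Over 12 other ways of processing the data it ranged from -0.95 to -0.57, and in none of them was *SOC1* called. The adjusted p was between 0.0136 and 0.0389 in 11 of them and 0.181 with glmTreat of edgeR, which tests against a 1.5-fold change. A single replicate weighed on the size of the change, which was -0.67 without the first *val1* replicate and -1.24 without the second. The libraries labelled *val2* had 3.35 ± 0.217 CPM of *SOC1*, not different from WT (adjusted p = 0.925).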

The IM identity gene *SOC1* was downregulated in *val1* mutant (Fig. 4E and Supplementary Fig. S5D), likely as a result of impaired activation of *FD*. 

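*ATH1* (AT4G32980), on chromosome 4 from 15914670 to 15918153 on the minus strand, had 26.8 ± 0.358 CPM in WT, 63.0 ± 2.52 CPM in *val1* and 36.7 ± 4.16 CPM in the libraries labelled *val2* (SD, n = 2). The log2 fold change was 1.24 in *val1* (standard error 0.0932, adjusted p = 1.19e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the libraries labelled *val2*, where *VAL2* was not reduced, it was 0.46 (standard error 0.0934, adjusted p = 0.0111), a smaller rise that was not called a DEG. *ATH1* was higher in *val1* than in the libraries labelled *val2* by a log2 fold change of 0.78 (adjusted p = 0.000228), also under 2-fold.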

*ARABIDOPSIS THALIANA HOMEOBOX GENE1* (*ATH1*) also appeared upregulated in our dataset (Fig. 4E and Supplementary Table S2, Fig. S5E). *ATH1* gene has been proposed both as downstream target (Khan et al. 2015) and regulator of *BOP* genes (Ejaz et al. 2021). Interestingly, *ATH1* prevents the floral transition through the positive regulation of *FLC* gene (Proveniers et al. 2007). Thus, augmented levels of *BOP* and *ATH1* transcripts correlate with the late-flowering phenotype of *val1* mutant plants. Together, our transcriptomic analysis provided the evidence of a prominent role of VAL1 in the regulation of Arabidopsis flowering genes in the SAM under SD conditions.

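The heatmap of Fig. 4E shows 14 flowering genes, 10 of them with higher and 4 with lower expression in *val1*. All 10 were higher in *val1* with an adjusted p below 0.05, adjusted over the list alone as well as over all genes tested, and all 10 were called DEGs. The 4 lower genes also had an adjusted p below 0.05 in both ways, and 3 of them were DEGs, *SOC1* being the exception. Among the 4, *SPL13A* and *SPL13B* are not independent measurements, since their reads cannot be told apart by sequence. As the study chose the 14 genes on the same libraries, the values adjusted over the list alone are not independent evidence. In *val1* the 10 genes had a median log2 fold change of 1.68 and the 4 genes one of -1.31. In the libraries labelled *val2* none of the 14 was called a DEG and 1, *ATH1*, had an adjusted p below 0.05. The paper describes its transcriptomic analysis as evidence that VAL1 regulates flowering genes in the SAM when plants grow under SD.

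**Figure D3:**
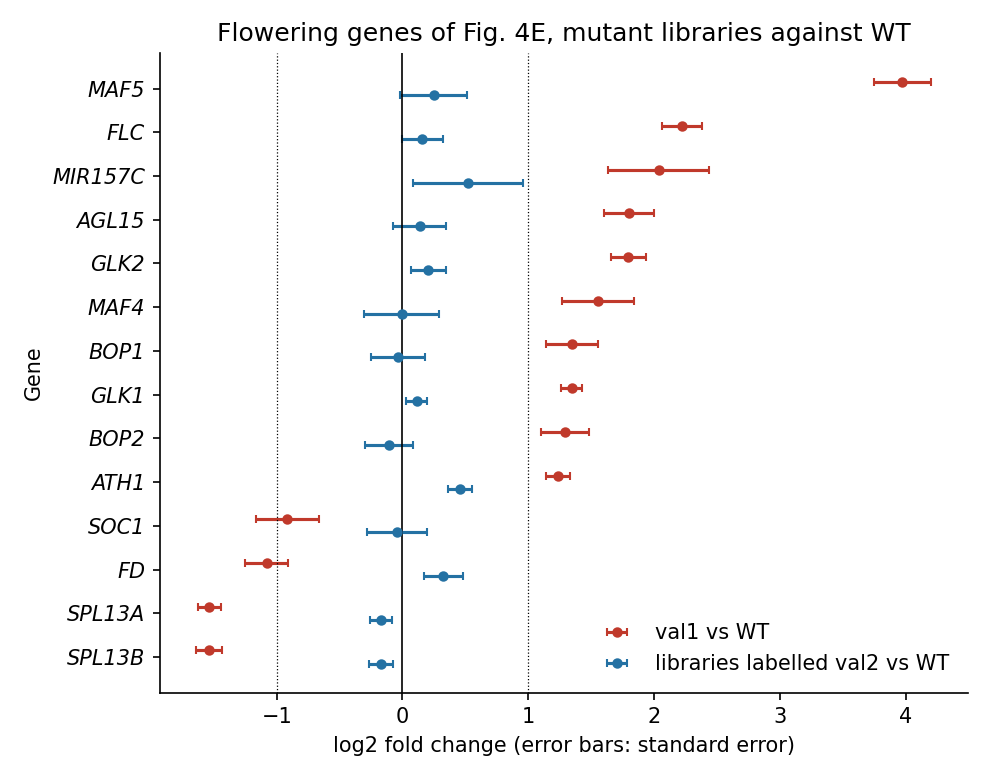
Log2 fold change against WT (horizontal axis) of the 14 genes of Fig. 4E (vertical axis) in *val1* and in the libraries labelled *val2*. Points are fitted values, bars are standard errors and dotted lines mark a 2-fold change; in *val1* the values lie between 1.24 and 3.97 for the 10 higher genes and between -1.54 and -0.92 for the 4 lower genes, and in the libraries labelled *val2* all 14 lie between -0.17 and 0.52.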

### Epigenetic repression of the organ boundary genes *BOP1* and *BOP2* requires VAL1 function

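The expression of *BOP1* and *BOP2* in the *val1* apex was also compared directly with that in the libraries labelled *val2*. *BOP1* was higher in *val1* by a log2 fold change of 1.38 (standard error 0.21, adjusted p = 0.000872 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *BOP2* the log2 fold change was 1.40 (standard error 0.19, adjusted p = 0.000500). With 1 library left out at a time, these differences ranged from 1.17 to 1.63 for *BOP1* and from 1.14 to 1.71 for *BOP2*.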

Our transcriptomic analysis revealed that *BOP* genes are upregulated in the apex of *val1* plants when grown under SD, pointing to VAL1 as a potential upstream repressor of *BOPs* under these conditions. However, a previous genetic screen placed *BOP* genes downstream of *FT* in the photoperiodic flowering pathway, with ectopic expression of *BOPs* strongly reducing *FD* transcription (Andrés et al. 2015). Thus, we evaluated the expression of *BOP* genes in *val1* whole seedlings grown under LD. Our results showed significantly higher accumulation of *BOP2* mRNA in 2-wk-old *val1* seedlings compared with WT and *val2* plants grown under LD (Fig. 5A and Supplementary Fig. S6A). In the case of *BOP1*, we consistently observed slightly higher but nonsignificant expression of *BOP1* transcript levels both in *val1* and *val2* single mutants (Fig. 5A and Supplementary Fig. S6A). Yet, higher *BOP2* levels correlated with reduced accumulation of *FD* transcript (Fig. 5A) and augmented levels of its downstream target *ATH1* (Supplementary Fig. S5F), also matching the delay in flowering time of *val1* mutant under LD (Fig. 1, A and B). These data suggested that VAL1 negatively regulates transcription of *BOP2*, and possibly also *BOP1*, under inductive photoperiod. 

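Over 12 other ways of processing the RNA-seq data, the log2 fold change of *BOP1* in *val1* ranged from 1.24 to 1.56 (adjusted p from 4e-05 to 0.00711) and that of *BOP2* from 1.26 to 1.50 (adjusted p from 1.16e-08 to 0.00601). The range was 1.25 to 1.45 for *BOP1* and 1.12 to 1.47 for *BOP2* when each library was left out in turn. No 50-base word in the exons of the *BOP* genes occurs elsewhere in the genome, so their reads are not shared between the pair or with a gene elsewhere. *BOP2* overlaps AT2G41375 on the opposite strand, which is not in the table of counts, and reads of that gene among the counts of *BOP2* were not excluded.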

Under noninductive photoperiod, VAL1 clearly represses expression of both *BOP1* and *BOP2* mRNA (Fig. 4, E and F).

**Figure 5.**
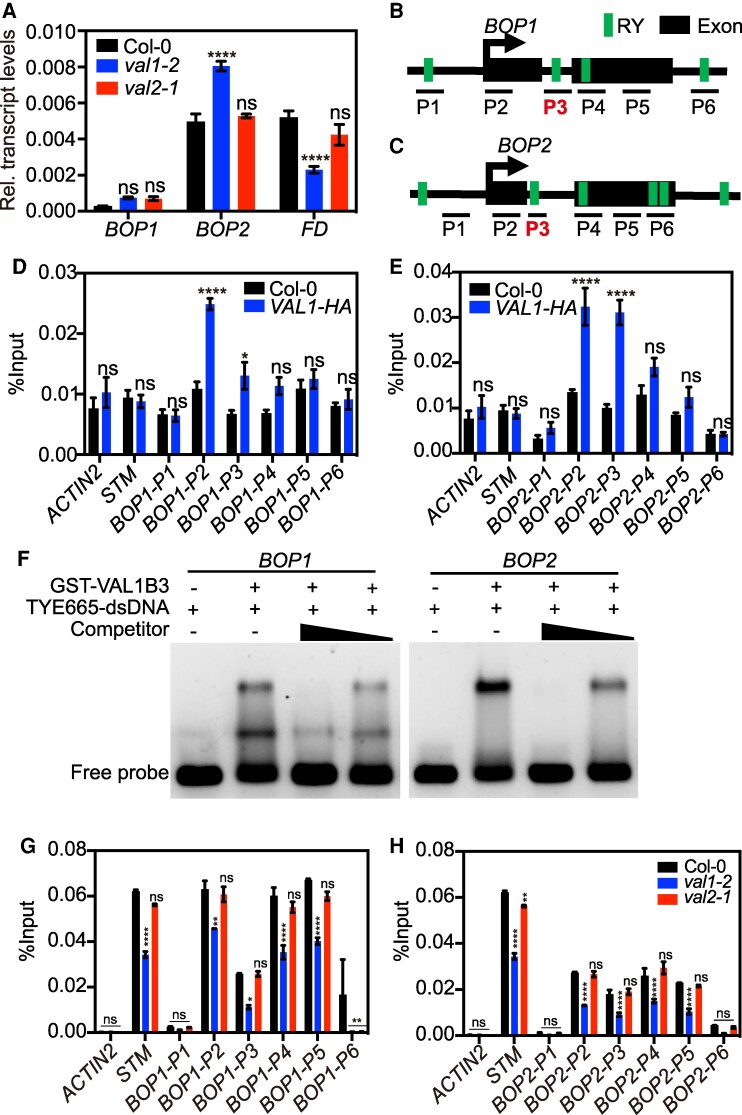
VAL1 triggers epigenetic silencing of the organ boundary genes *BOP1* and *BOP2*. **A)** Relative (Rel.) transcript levels of *BOP1*, *BOP2* and *FD* in 2-wk-old Col-0 (WT), *val1* and *val2* plants grown under LD. Transcript abundance was measured by RT-qPCR. Values are means ± SEM of three biological replicates (*n* = 9). *ACTIN2* was used as normalization control. Different stars indicate significant differences as determined using Ordinary two-way ANOVA Multiple comparisons (****P  *<*  *0.0001*; ns, not significant). **B)** and **C)** Schematic depicting *BOP1*  **(B)** and *BOP2*  **(C)** genomic loci. Exonic regions and VAL1-specific DNA motifs (RY motifs, TGCATG) are shown in the schematic. Line bars below each gene structure depict the position of the primer pairs (P1-6) used in ChIP experiments. **D)** and **E)** ChIP-qPCR analysis using anti-HA antibody reveals the binding of VAL1 to the *BOP1*  **(D)** and *BOP2*  **(E)** gene body in 2-wk-old seedlings of WT and *VAL1-HA* grown under LDs. *ACTIN2* and *STM* were included as background controls. Values are means ± SEM of 3 biological replicates (*n* = 9). Different stars indicate significant differences as determined using Ordinary two-way ANOVA Multiple comparisons (*P < 0.05, ****P < 0.0001; ns, not significant). **F)** EMSA testing GST-VAL1B3 binding to the genomic regions of *BOP1* and *BOP2*. Two fluorescently (TYE665) labeled dsDNA probes were designed: BOP1-TYE665-dsDNA and BOP2-TYE665-dsDNA. The approximate genomic locations of BOP1-TYE665-dsDNA and BOP2-TYE665-dsDNA probe sequences are depicted in **B)** and **C)**, respectively (P3, in red). Competition experiments were performed using decreasing concentration of unlabeled probes (50× and 25× molar excess). **G)** and **H)** ChIP-qPCR analysis of H3K27me3 enrichment at *BOP1*  **(G)** and *BOP2*  **(H)** loci in 2-wk-old WT, *val1* and *val2* plants grown under LD. *STM* and *ACTIN2* were used as positive and negative controls of H3K27me3 enrichment, respectively. Values are means ± SEM of the three technical replicates in one qPCR experiment. An independent biological replicate of this H3K27me3 ChIP experiment is presented in Supplementary Fig. S6, E and F. Different stars indicate significant differences as determined using Ordinary two-way ANOVA Multiple comparisons (*P < 0.05, **P < 0.01, ****P < 0.0001; ns, not significant).

We next explored whether VAL1 directly binds to *BOP1* and *BOP2* genomic loci. VAL1 transcriptional repressor recognizes and binds specifically to Sph/RY motifs (Qüesta et al. 2016). By sequence analysis, we identified RY motifs in the genomic regions of *BOP1* and *BOP2* genes (Fig. 5, B and C). To test VAL1 binding to *BOPs*, we conducted chromatin immunoprecipitation (ChIP)-qPCR experiments using the *pVAL1:VAL1-HA* transgenic line (Fig. 1F and Supplementary Fig. S1, A to C). We detected enrichment of VAL1-HA protein over the genic regions of both *BOP1* and *BOP2* genes in 2-wk-old seedlings grown under LD (Fig. 5, D and E). More precisely, VAL1-HA protein accumulated over the first exon of *BOP* genes. In line with our ChIP-qPCR experiments, we identified *BOP1* and *BOP2* genes within the list of target genes in the VAL1 ChIP-seq data (Supplementary Fig. S6, C and D; Yuan et al. 2021). We also performed electrophoretic mobility shift assay (EMSA) using recombinant B3 DNA-binding module of VAL1 (VAL1B3) tagged with glutathione S-transferase (GST). We confirmed that GST-VAL1B3 specifically recognizes and binds the genomic sequences of *BOP1* and *BOP2* (Fig. 5F) which contain the RY motifs located in the intronic region of each gene (Fig. 5, B and C). Moreover, competition experiments using unlabeled probes further demonstrated binding specificity of GST-VAL1B3 to *BOP1* and *BOP2* genomic sequences (Fig. 5F). Free GST protein did not bind the *BOP1* and *BOP2* probes (Supplementary Fig. S6G). Thus, these data imply that VAL1 directly binds to *BOP2* chromatin to prevent its expression. Despite the nonsignificant effect on transcript accumulation in the *val1* mutant under LD (Fig. 5A and Supplementary Fig. S6A), we also detected enrichment of VAL1 protein at the *BOP1* genomic locus.

VAL1 has been associated to epigenetic silencing by PRC2 complex to promote the Arabidopsis floral transition (Qüesta et al. 2016; Yuan et al. 2016). Accordingly, a significant proportion of VAL1 targets are silenced by PRC2 (Yuan et al. 2021). We wondered whether the repression of *BOP2* as well as the mild upregulation of *BOP1* by VAL1 under LD occurred via PRC2 activity. *BOP1* and *BOP2* exhibit a very distinct expression pattern during Arabidopsis development, accumulating at organ boundaries (Xu et al. 2010). In vegetative tissues, *BOP1* and *BOP2* are expressed at low levels and their chromatin is highly enriched with H3K27me3 (Supplementary Fig. S6, C and D), the distinctive feature of PRC2 target genes. Our H3K27me3 ChIP-qPCR in 2-wk-old Col-0 seedlings confirmed that both *BOP1* and *BOP2* gene bodies are enriched with H3K27me3 (Fig. 5, G and H and Supplementary Fig. S6, E and F). In the absence of VAL1, decreased levels of H3K27me3 correlates with higher levels of *BOP2* transcript accumulation (Fig. 5H and Supplementary Fig. S6F). In contrast, *val2* mutant accumulates WT levels of H3K27me3 over *BOP2*. Interestingly, we also observed a significant reduction in H3K27me3 enrichment at the *BOP1* locus in the *val1* mutant (Fig. 5G and Supplementary Fig. S6E), although this was not reflected in a significant upregulation of the *BOP1* mRNA under LD conditions. At this point, we wondered whether the lack of *BOP1* upregulation in *val1* under LD could be due to a technical limitation of the RT-qPCR assay, such as the use of *ACTIN2* (*ACT2*) as normalization gene control. Indeed, we found that *BOP1* and *BOP2* transcript levels were significantly upregulated when using an alternative normalization gene *POLYUBIQUITIN 10* (*UBQ10*), thereby confirming that VAL1 directly represses *BOP1* and *BOP2* under LD (Supplementary Fig. S6, A and B). Together, these results suggested that in parallel to *FLC* inactivation, VAL1 controls the Arabidopsis floral transition by promoting PRC2-mediated silencing of *BOP1* and *BOP2*.

### VAL1 controls flowering partially through the repression of *BOP1* and *BOP2*

To confirm that VAL1 regulates flowering through the inactivation of *BOP* genes, we evaluated the genetic interaction between *VAL1* and *BOP1/2*. Despite their reported role as modulators of the *FT* signaling pathway (Andrés et al. 2015), *bop1* and *bop2* single mutants flower at equivalent time to WT plants both under LD and SD conditions (Fig. 6, A and B). Only *bop1 bop2* double mutant plants exhibited early-flowering phenotype compared with WT, confirming the redundant function of *BOP* genes in the regulation of flowering.

**Figure 6.**
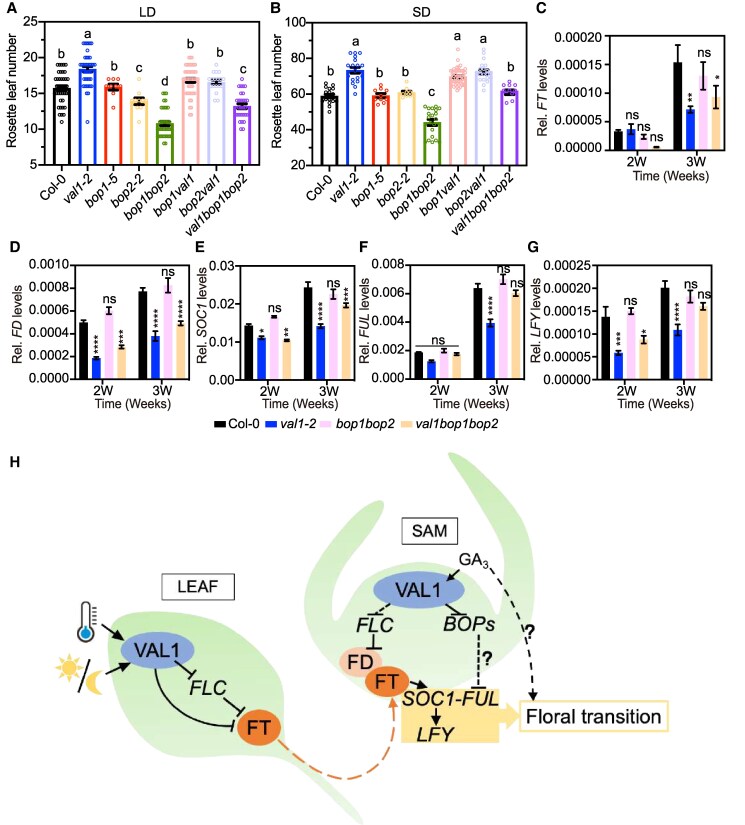
VAL1 regulates flowering time by repressing *BOP* genes. **A)** and **B)** Rosette leaf number at bolting measured for Col-0 (WT), *val1*, *bop1-5*, *bop2-2*, *bop1 bop2*, *val1 bop1*, *val1 bop2*, and *val1 bop1 bop2* plants grown in either LD (**A**, *n* ≥ 9) or SD (**B**, *n* ≥ 8). Values are means ± SEM. Different letters indicate significant differences as determined using Ordinary one-way ANOVA Multiple comparisons (*P*  *<*  *0.05*). **C)** to **G)** Relative (Rel.) transcript abundance of flowering genes *FT* (**C**), *FD*  **(D)**, *SOC1*  **(E)**, *FUL*  **(F)**, and *LFY*  **(G)** assayed by RT-qPCR. WT, *val1*, *bop1 bop2* and *val1 bop1 bop2* seeds were stratified during 72 h in the dark at 4 °C, and then transferred to the light for germination at 22 °C in LD. Plants were incubated during 2 and 3 wk before sample collection. Values are means ± SEM (*n* = 6). *ACTIN2* was used as normalization control. Different stars indicate significant differences as determined using Ordinary two-way ANOVA Multiple comparisons (*P < 0.05, **P < 0.01, ****P < 0.0001; ns, not significant). **H)** Schematic model depicting VAL1 function in the regulation of Arabidopsis flowering time. In leaves, VAL1 promotes the floral transition by promoting *FLC* downregulation in response to winter cold and both in LD and SD under standard ambient temperature conditions (22 °C), thereby releasing *FT* from FLC block. In the shoot apex, VAL1 directly represses *FLC* gene, which results in induction of *FD* mRNA. Accumulation of FD protein in the SAM forms a complex with the FT protein translocated from leaves to induce expression of IM identity genes, thus initiating reproductive development. In parallel, VAL1 also induces flowering by directly repressing *BOP1/2* in a PRC2-dependent manner, which results in the induction of *FUL* mRNA. The mechanism whereby *BOP* genes control *FUL* remains unknown (dotted line). Likewise, the role of GA in bypassing the delay flowering phenotype of *val1* mutant needs further exploration. Solid black lines indicate mechanisms either previously known or demonstrated in this work, while dotted black lines depict unknown mechanisms. Orange arrow (dotted line) depicts protein relocalization from leaf to SAM.

To test the genetic interaction of *VAL1* and *BOPs*, we conducted genetic crosses to obtain *val1 bop1/2* double and triple mutant plants and scored flowering time (Fig. 6, A and B). The loss of function of *BOP1* and *BOP2* significantly suppressed the late-flowering phenotypes of *val1* mutant both under LD (Fig. 6A) and SD (Fig. 6B). These observations supported our model that *BOP1/2* genes are downstream targets of VAL1 in the regulation of flowering. To further dissect the mechanism whereby VAL1 epigenetically represses *BOP* genes to induce the floral transition in Arabidopsis, we assessed the expression of the floral integrator genes *FT* and *FD*, as well as the IM identity (*SOC1* and *FUL*) and FM identity (*LFY*) genes, in *val1 bop1 bop2* triple mutant plants grown during 2 and 3 wk under LD photoperiod. Unexpectedly, mutation of *BOP1* and *BOP2* does not rescue the low *FT* and *FD* levels of the *val1* mutant background. In fact, *FT* and *FD* mRNA levels in *bop1 bop2* double mutant plants do not differ from those observed in WT plants (Fig. 6, C and D). Likewise, mRNA levels of the IM identity gene *SOC1* are equivalent in *val1* and *val1 bop1 bop2* plants (Fig. 6E). Accumulation of the IM identity gene *FUL* is significantly different between *val1* and *val1 bop1 bop2* (Fig. 6F). Indeed, removal of *BOP1*/*2* activity in the *val1* mutant background restored *FUL* to WT levels. These results suggest that VAL1 repression of *BOP* genes in the shoot apex may be required for the induction of *FUL* activity, independently from *FT*, *FD*, and *SOC1*. Accordingly, *LFY* mRNA levels, which are significantly low in *val1* plants, are reestablished to WT levels in *val1 bop1 bop2* plants (Fig. 6G).

Taken together, the experiments described above provide evidence that the transcriptional repressor VAL1 is required to induce the Arabidopsis floral transition under both inductive and noninductive photoperiod partially via the direct inactivation of *BOP* genes (Fig. 6H), and particularly in SD conditions, possibly also through other parallel mechanisms including *FLC* repression and GA signaling.

## Discussion

The sequence-specific DNA-binding protein VAL1 facilitates epigenetic silencing by Polycomb Repressive Complexes in Arabidopsis thereby inducing different developmental transitions including the progression from mature seed to seedling, vegetative phase change, and the switch to reproductive development. These different roles of VAL1 have been attributed to its capacity to recognize and bind to DNA, which is followed by the assembly of PRC complexes at specific target genes. In line with this, a significant number of VAL1 direct targets are marked by H3K27me3 and/or H2AK121ub at some stage during Arabidopsis development. Remarkably, several VAL1/PRC direct targets are key developmental genes (Yuan et al. 2021), many of them transcription factors that exhibit highly temporal- and cell-specific expression patterns. In the present work, we expand the list of VAL1 downstream targets by showing that *BOP1* and *BOP2* are also subject to VAL1-dependent epigenetic repression.

During the floral transition, perception of external and endogenous signals converges at the SAM to promote acquisition of IM fate (Andrés and Coupland 2012). The results described here provide evidence that the contribution of VAL1 to IM specification occurs at several nodes (Fig. 6H). In leaves, VAL1 secures epigenetic repression of *FLC*, a process also documented for flowering after vernalization (Qüesta et al. 2016; Yuan et al. 2016). These reduced levels of *FLC* due to VAL1 function under inductive LDs and warm ambient temperatures can no longer prevent *FT* activation thus the floral transition is triggered. Beyond leaf tissues, and in line with its significant accumulation at the shoot apex, we found that VAL1 directly binds and represses the organ boundary genes *BOP1* and *BOP2*. *BOP* genes had been previously implicated in the control of Arabidopsis flowering as modulators of the *FT* signaling pathway (Andrés et al. 2015). The authors of the latter work proposed that ectopic expression of *BOP* genes outside its restricted organ boundary area in the shoot apex, caused by the inactivation of the homeodomain transcription factor PENNYWISE (PNY), leads to reduced accumulation of *FD* transcripts thus delaying the floral transition. Following these previous findings, our first hypothesis was that upregulation of *BOP1* and *BOP2* in the absence of functional VAL1 would also be responsible for the reduced *FD* levels of *val1* mutant plants. However, our genetic analyses demonstrated that the induction of flowering induced by the VAL1/BOPs system occurs independently of *FD*. Instead, our results suggest that VAL1/BOPs activity converges in the activation of the IM identity gene *FUL*. Notably, the expression levels of *FUL* in *bop1 bop2* double mutant plants are indistinguishable from WT, as is also the case for *FD*, *SOC1*, and *LFY*. This lack of *FUL* and *LFY* upregulation in *bop1 bop2* (Fig. 6, F and G) aligns with prior findings by Andrés et al. (2015). In the latter work, the authors tested *LFY* expression in *bop1 bop2* mutant as well as in a *BOP1* overexpressing line (*bop1-6D*). Similar to our results, *LFY* expression levels are equivalent to WT (Col-0) in *bop1 bop2*, whereas they observed a significant decrease in *LFY* transcript levels in the *bop1-6D* plants. These data indicated that *LFY* is dramatically reduced by overexpression of *BOP1*. In line with this work, we propose that upregulation of *BOPs* in *val1* mutant leads to a reduction in *LFY* expression (Fig. 6G), which may be caused by the reduced levels of its upstream regulator *FUL* (Fig. 6F). However, it remains intriguing what causes the early-flowering phenotype of *bop1 bop2* (Fig. 6, A and B). Detailed transcriptomic analysis of the *bop1 bop2* mutant background would be required to dissect the list of *BOP* downstream target genes, likely shedding light on the role of *BOP1/2* in Arabidopsis flowering time regulation. Besides, the clearly reduced levels of *FD* transcripts in *val1* (Fig. 4G) could be the result of increased accumulation of *FLC* in apices (Fig. 4E), since this floral repressor binds directly to *FD* promoter (Searle et al. 2006).

As regulators of boundary patterning, *BOP* genes play an essential and redundant role in shaping plant architecture at different stages of development. The earliest notable defects in vegetative growth displayed by *bop1 bop2* mutant plants is the abnormal leaf morphology, including large leaves without petioles and leaflets initiated along the petiole (Hepworth et al. 2005; Norberg et al. 2005). Several elegant studies later supported the function of *BOP* genes during plant reproductive development by controlling different processes such as inflorescence architecture, FM maintenance, and floral abscission. However, despite previous analysis (Karim et al. 2009; Xu et al. 2010; Andrés et al. 2015) our knowledge on the function of *BOPs* in the regulation of the Arabidopsis floral transition remains scarce. Our work further demonstrates that *BOPs* are required to prevent the precocious switch to reproductive growth downstream of VAL1 not only under LD, but also under SD, likely via a possible repressive activity over *FUL* (Fig. 6H). The exact mechanism whereby *BOPs* could downregulate *FUL* remains unexplored. Due to their co-activator role, the prediction would be that BOP1/2 proteins are recruited by transcription factors, possibly the previously described TGACG-motif binding bZIP transcription factors (Wang et al. 2019), directly to an upstream repressor of *FUL*. Beyond the regulation of the floral transition, it remains unclear whether the other multiple *BOP1* and *BOP2* functions would also require VAL1. In principle, *val1* mutants, and even *val1 val2* double mutants, do not display the obvious *bop* mutant phenotypes in leaf shape, inflorescence architecture, flower development, and floral abscission, although these processes have not been studied in enough detail.

In addition to *BOP1/2*, our transcriptomic analysis revealed more genes implicated in Arabidopsis SD flowering that appeared miss-regulated in shoot apices of the *val1* mutant (Fig. 4E and Supplementary Table S2). 

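In the direct comparison with the libraries labelled *val2*, all 10 genes that Fig. 4E shows as higher in *val1* had a higher expression in *val1* with an adjusted p below 0.05, and 9 of them passed 2-fold (median log2 fold change 1.54). The 4 genes shown as lower in *val1* were also lower there, 3 of them by at least 2-fold (median log2 fold change -1.37). Among the 4, *SPL13A* and *SPL13B* are not independent measurements.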

Although the role of *FLC* under SD has been less studied, the *flc* mutant exhibits early-flowering phenotype (Proveniers et al. 2007; Fig. 2B and Supplementary Fig. S2B). Accordingly, our data demonstrated that VAL1 represses *FLC* expression in SDs. However, the disruption of *FLC* function does not fully suppress the *val1* late-flowering phenotype (Fig. 2B and Supplementary Fig. S2B), which is somehow expected since VAL1 has been implicated in the ageing pathway (Fouracre et al. 2021) and possibly also plays a role in the GA flowering pathway under noninductive photoperiod (Fig. 3). The *FLC* homologs *MAF4* and *MAF5* were among the *val1* upregulated genes. Interestingly, the VAL1-interacting proteins AtRING1A and AtBMI1A/B/C (Yang et al. 2013b; Qüesta et al. 2016), components of Arabidopsis PRC1, suppress the expression of *MAF4* and *MAF5* through affecting H3K27me3 levels at these loci to regulate the floral transition in *Arabidopsis* (Shen et al. 2014; Picó et al. 2015). Therefore, one possibility is that VAL1 may be mediating PRC1 and likely also PRC2 recruitment to *MAF4* and *MAF5* chromatin to trigger their epigenetic repression. However, *MAF4* and *MAF5* do not appear among the list of VAL1 direct targets according to a recent VAL1 ChIP-seq analysis conducted in 2-wk-old Arabidopsis seedlings (Yuan et al. 2021). The possibility remains that VAL1 binds to *MAF4* and *MAF5* at later stages of plant development. Thus, the direct regulation of *MAF4* and *MAF5* by VAL1 requires more detailed studies.

The metabolic status of the plant is important for the regulation of flowering time. The chloroplast produces sugars in photosynthesis and communicates with the nucleus via retrograde signaling, to control plant developmental responses (Chan et al. 2016; Hernández-Verdeja and Strand 2018). For flowering under LD, the chloroplast has a repressive function via the activity of GLK1 and GLK2 transcription factors, which upregulate the expression of *B-BOX DOMAIN PROTEIN 14/15/16* (*BBX14/15/16*) genes (Susila et al. 2023). In turn, BBXs physically interact with CONSTANS (CO) and impair CO binding to the *FT* promoter thus delaying the floral transition. The increased accumulation of *GLK1* and *GLK2* transcripts in *val1* mutants grown in SD (Fig. 4E) suggests that VAL1 may be repressing *GLKs* to induce the floral transition. Indeed, *GLK1* and *GLK2* appear as VAL1 direct targets in Arabidopsis seedlings (Yuan et al. 2021). On the other hand, as a source of sugars, the chloroplast acts as a positive regulator of flowering time (Wahl et al. 2013) through the age-dependent pathway mediated miR156 (Yu et al. 2013; Yang et al. 2013b). 

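Compared directly with the libraries labelled *val2*, *GLK1* was higher in *val1* by a log2 fold change of 1.23 (standard error 0.0851, adjusted p = 1.16e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *GLK2* by 1.59 (standard error 0.14, adjusted p = 3.52e-05). Their log2 fold changes in *val1* against WT stayed between 1.28 and 1.41 and between 1.76 and 1.84 when libraries were left out one at a time.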

The application of exogenous sugars, such as sucrose, reduces the accumulation of mature miR156, a repressor of flowering time. Previous work has documented that VAL1 epigenetically silences *MIR156* (Fouracre et al. 2021), indirectly linking VAL1 with the sugar-responsive pathway. However, in our current settings (SAM of 6-wk-old plants under SD), we have not been able to detect increased levels of *MIR156* transcripts. Instead, we have observed increased expression of *MIR157* primary transcript jointly with a decreased accumulation of its downstream targets *SPL13A* and *SPL13B* (Fig. 4E). 

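Of 8 *MIR156* genes that were looked for, only *MIR156D* (AT5G10945) is in the table of counts, with 1 and 1 counts in WT, 1 and 2 in *val1*, and 0 and 1 in the libraries labelled *val2*. It was too low to be tested, and a difference in *MIR156* transcripts was not detectable at this depth. *MIR156D* also overlaps another gene on its strand, AT5G10946, which had between 33 and 80 counts per library.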

In line with our observations, recent work has shown that *MIR156/7*-regulated *SPL9* and *SPL13* control Arabidopsis leaf elongation and the juvenile-to-adult transition through the direct repression of *BOP1/2* expression (Hu et al. 2023). Although speculative, VAL1 may be restricting *BOP* genes activity via the parallel downregulation of *MIR157* transcription.

GA-mediated signaling pathway stood out as GO-term in our transcriptomic analysis. Like *val1*, mutants defective in GA biosynthesis (*ga* mutants) display moderate late flowering under LDs and a significant delay in flowering under SDs (Wilson et al. 1992), although *ga* mutants do not flower at all in SDs. Despite some similarities in flowering time shared by *val1* and *ga* mutants, the interpretation of our results regarding GA regulation in *val1* is somehow not simple. For instance, we detected higher than WT levels of bioactive GA_4_ in the apices of *val1* mutant which presented increased levels of *FLC* mRNA (Fig. 2A). These results contradict previous reports showing that high levels of *FLC* led to decrease amount of GA (Mateos et al. 2015). On the other hand, apex-specific constitutive expression of DELLA proteins has been reported to produce nonflowering phenotypes in SD conditions (Porri et al. 2012). In line with this, the absence of functional *VAL1* led to upregulation of the *DELLA* gene *GAI* (Supplementary Fig. S5C) previously linked to the regulation of the floral transition (Galvão et al. 2012), although the augmented mRNA levels may not reflect the actual levels of these DELLA proteins. While additional follow-up work will be required to fully elucidate whether VAL1 influences Arabidopsis GA responses, our results clearly demonstrated that exogenous application of GA_3_ overcomes *val1* flowering deficiency under SD conditions (Fig. 3, A and B). Therefore, the work presented here provides additional insights on the spectra of mechanisms likely controlled by the transcriptional repressor VAL1 in the regulation of Arabidopsis flowering both under inductive and noninductive photoperiods. It remains to be determined to what extent VAL1 regulates flowering in other plant species.

## Materials and methods

### Plant material and growth conditions

All plants used in this work are in the Arabidopsis (*A. thaliana*) Columbia (Col-0) background. The *val1-2* (SALK-088606) and *val2-1* (SAIL_38_G07) mutant plants were previously described (Suzuki et al. 2007). The *val1-5*, *val2-3* and *val1-5 val2-3*, as well as the *pVAL1:VAL1-GUS* were previously reported (Fouracre et al. 2021), as were also the *flc-3* allele, and the *bop1-5* (SAIL _14_C02), *bop2-2* (SALK-075879), and *bop1 bop2* mutant lines (Norberg et al. 2005). Genetic crosses were conducted to obtain the double and triple mutant lines described in this work. All the mutant lines were genotyped by PCR using the gene-specific primers listed in Supplementary Table S4.

Seeds were surface sterilized for 10 min using 75% (v/v) ethanol containing 0.01% Triton X-100, and then washed 3 times with ddH_2_O. Seeds were sown in plates containing 0.5× MS media with agar (without sucrose, with added vitamins), incubated 48 h at 4 °C for stratification, and then moved to 22 °C at either long-day (LD, 16 h in the light/8 h in the dark) or short-day conditions (SD, 8 h in the light/16 h in the dark). Seven-day-old seedlings were transferred from plates to soil.

### Flowering time analysis

Flowering time was scored by counting rosette leaf number at bolting (bolt = 2 cm) after moving imbibed seeds to the light at 22 °C. At least 10 plants were scored for each genotype and 2 or more biological repeats were performed for each experiment.

### GA_3_ treatment

Exogenous GA_3_ was applied as described previously (Yang et al. 2020) with some modifications. A stock solution of GA_3_ (Sigma) was prepared in 100% ethanol. For the treatment, 10 *μ*L of 100 *μ*M GA_3_ in 0.02% Silwet-77 was supplemented to the SAM of 1-wk-old seedlings twice per week. The volume of GA_3_ solution was progressively increased from 10 to 300 *μ*L with plant growth. Mock plants were treated with 1% (v/v) ethanol plus 0.02% Silwet-77. Exogenous GA_3_ treatment was applied until all treated plants had flowered. At least 10 plants were scored for each genotype and 2 biological repeats were performed for each experiment.

### GA_4_ content analysis

Dissected shoot apices (0.5 g) of 6-wk-old plants were collected, flash-frozen and ground into powder in liquid nitrogen. Samples were submitted to the Plant Hormone Quantification Service at IBMCP (Valencia, Spain) for GA_4_ quantification. Three biological replicates were analyzed for each genotype.

### Generation of Arabidopsis transgenic lines

Arabidopsis transgenic plants were generated by floral dip with *Agrobacterium tumefaciens*. The *pVAL1:VAL1-3xHA* binary vector generated in a previous work (Qüesta et al. 2016) was transformed into the *val1-2* mutant background for genetic complementation.

### GUS staining analysis

One-d-old germinated seeds, 7-d-old seedlings grown in LD, as well as 3- and 6-wk-old seedlings grown in SD were harvested for GUS staining according to (Li 2011). The protocol was modified according to the age of the plants. For young seedlings and 3-wk-old plants, 2 to 4 plants were collected in 2 mL tubes containing 1 mL staining buffer with fresh X-GUS. Samples were incubated overnight at 37 °C in the dark. Samples were subsequently washed with 2 mL of 75% ethanol for 30 min, and with 100% ethanol for 30 min. For the 6-wk-old plants, 1 seedling was stained in a 5 mL tube with 2 mL fresh staining buffer.

### Quantitative RT-qPCR analysis

Total RNA was extracted from dissected shoot apices or from whole seedlings using TRIzol Reagent (Thermo Fisher Scientific). Two microgram of total RNA was treated with DNase I at 37 °C for 1 h and reverse transcription was performed using Maxima RT (Thermo Fisher Scientific) with added the RiboLock RNase Inhibitor following the manufacturer instructions. RT-qPCR was performed in a Lightcycler 480 using the SYBR Green I Master Mix (Roche). *ACTIN2* (At3g18780), *UBIQUITIN-CONJUGATING ENZYME 21* (*UBC*, At5g25760), and *UBQ10* (At4g05320) were used as normalization gene control in all RT-qPCR experiments. At least 2 biological replicates were performed for each experiment. Six to nine technical repeats were performed for each sample. All RT-qPCR primer sequences are listed in Supplementary Table S4.

### RNA-Seq analysis

Total RNA was isolated from dissected shoot apices (0.5 g) from 6-wk-old plants grown under SD, using a RNeasy Plant Mini Kit (QIAGEN) and purified using an RNase-free DNase kit (QIAGEN). Extracted RNA was outsourced for library construction and sequencing on the Illumina platform with a 150 bp paired-end strategy.

The raw sequencing data was trimmed using *cutadapt* (Martin 2011) and mapped to the TAIR10 (Lamesch et al. 2012) genome version with *STAR* (Dobin et al. 2013) (see Supplementary Table S5 for read count statistics). Normalized bedGraph files were created with *STAR*, and gene counts computed with *stringtie* (Pertea et al. 2015) and the Araport11 (Cheng et al. 2017) gene annotations. The gene counts were collected using the *prepDE.py3* script from *stringtie*, and differential expression analysis performed using the *DEseq2* R package (Love et al. 2014). Volcano plots were generated using the *EnhancedVolcano* R package and principal component analysis (PCA) plots with base R functions. Gene ontology enrichment was performed using the Plant Regulomics webserver (Ran et al. 2020).

### ChIP analysis

Vegetative tissues (plant aerial part without roots) of 2-wk-old seedlings were harvested for ChIP experiment. At least 2 independent biological repeats were performed. ChIP experiments were performed as previously described (Yamaguchi et al. 2014) with some modifications to the protocol. 0.5 to 1 g of seedlings were harvested into a 50 mL tube containing 10 mL of 1% formaldehyde solution in 1× PBS buffer. Fixing solution was vacuum infiltrated during 15 min, following with the addition of 0.125 m glycine solution. Seedlings were washed twice with cold water then flash-frozen in liquid nitrogen. Frozen samples were ground to fine powder and resuspended in 5 mL of nuclei extraction buffer (100 mm MOPS pH 7.6, 10 mm MgCl_2_, 0.25 m sucrose, 5% Dextran T-40, 2.5% Ficoll 40) with freshly added 40 mm 2-mercaptoethanol and 1× protease inhibitor. Sample homogenate was filtered through 2 layers of Miracloth and then spun for 5 min at 10,000 × *g* at 4 °C. The nuclei enriched pellet was resuspended in 75 *μ*L of nuclei lysis buffer (50 mm Tris–HCl pH 8.0, 10 mm EDTA pH 8.0, 1% SDS). ChIP dilution buffer (625 *μ*L) “without Triton X-100” was added (16.7 mm Tris–HCl pH 8.0, 167 mm NaCl, 1.2 mm EDTA, 0.01% SDS) and the nuclei solution was transferred to a fresh 1.5 mL tube for chromatin sharing in a Bioruptor (Diagenode): 24 cycles, 30 s ON/30 s OFF in the low intensity setting. Samples were brought up to final volume of 900 *μ*L with ChIP dilution buffer “with Triton X-100” (16.7 mm Tris–HCl pH 8.0, 167 mm NaCl, 1.2 mm EDTA, 1.1% Triton X, 0.01% SDS), and 35 *μ*l 22% Triton X-100 were added. After spinning for 5 min at full speed, 15 *μ*L of magnetic protein A beads were added as preclearing with rotation at 4 °C for 2 h incubation. An aliquot of clear nuclei solution was stored (2% input). The remaining cleared nuclei solution was incubated with a suitable amount of antibody (4 *μ*L of H3K27me3 from Merck, 07-449, 5 *μ*L anti-HA from Abcam ab9110) rotating overnight at 4 °C. The protein/DNA complexes were captured by 15 *μ*L protein A magnetic beads for 4 h at 4 °C. Beads/protein/DNA complexes were washed twice with cold low salt wash buffer, high salt wash buffer, LiCl wash buffer, and 0.5× TE separately, and then lysed twice with 50 *μ*L nuclei lysis buffer at 65 °C for 30 min. Reverse crosslinking was performed by adding 6 *μ*L 5 m NaCl for 15 min at 95 °C with agitation (950 rpm) for both input and immunoprecipitation (IP) samples. DNA was purified by mixing the protein/DNA complex with an equal volume of phenol/chloroform. After spinning down during 5 min at maximum speed, the aqueous phase was transferred to a fresh tube. An equal volume of isopropanol with 1/10 of 5 m NaCl was added to each tube. Samples were incubated at room temperature for 30 min to precipitate DNA. Purified DNA was used for ChIP-qPCR analysis. *ACTIN2* and *SHOOT MERISTEMLESS* (*STM*, At1g62360) were used as controls in qPCR (Supplementary Table S4).

### Electrophoretic mobility shift assay

Expression and purification of GST-VAL1B3 and GST recombinant proteins were performed as previously described (Qüesta et al. 2016). EMSA was carried out using double-stranded fluorescently labeled DNA probes (TYE665-dsDNA). Double-stranded DNA probes were generated by annealing sense and antisense oligonucleotides (see the Supplementary Table S4 for sequences of oligonucleotides used). Annealing reactions were incubated for 3 min at 95 °C, 3 min at 72 °C, 3 min at 42 °C, and 5 min at 5 °C in a PCR thermocycler. Binding reaction conditions were as follows: 1× Binding buffer (10 mm Tris, 50 mm KCl, 1 mm DTT, pH7.5), 2.5% glycerol, 5 mm MgCl_2%_ and 0.025% NP-40 in a final volume of 20 *μ*L. Two microliter of 1 *μ*M TYE665-dsDNA and an equivalent volume of recombinant protein were used for the binding reaction. For the competition experiments, 25×–50× molar excess of unlabeled dsDNA probes were used. Binding reactions were incubated for 25 min at room temperature. Protein–DNA complexes were resolved on 1.6% Agarose gel in 0.5× TBE at 110 V for 30 min. TYE665-labeled DNA was detected using the Cy5-635 nm setting in the IQ800 system.

### In situ hybridization

RNA in situ hybridization probe was derived from a PCR product using primers oVB402 (GGAAATAGTTCAATCCCTCTG) and oVB403 (TAATACGACTCACTATAGG CTTGAGAAGGTAAAGGAGATG) using a T7 promoter in the reverse primer. *FD* RNA was labeled with digoxigenin. In situ hybridizations were performed as described (Balanzà et al. 2018). Fifteen-day-old plant apices were fixed for 2 h in FAE solution, dehydrated, embedded, and sectioned to 8 *µ*m. After dewaxing in histoclear and rehydrating, sections were treated for 20 min in 0.2 m HCl, neutralized for 10 min in 2× SSC and then incubated for 30 min with 1 *µ*g/mL Proteinase K at 37 °C. Proteinase action was blocked by treating with 2 mg/mL Gly for 5 min and post-fixation in 4% formaldehyde for 10 min. Subsequently, sections were dehydrated through an ethanol series before applying the hybridization solution (100 *µ*g/mL tRNA; 6× SSC; 3% SDS; 50% formamide, containing ∼100 ng/*μ*L of antisense DIG-labeled RNA probe), and left overnight at 52 °C. Then, sections were washed twice for 90 min in 2× SSC: formamide (50:50) at 52 °C before performing the antibody incubation and color detection.

### Statistical analysis

Statistical significance was determined by performing a One-way and two-way ANOVA analysis with multiple comparisons (*P*  *<*  *0.05*) using GraphPad software. Data were expressed as mean values ± SEM.

### Accession numbers

*VAL1* (AT2G30470), *VAL2* (AT4G32010), *FLC* (AT5G10140), *BOP1* (AT3G57130), *BOP2* (AT2G41370), *ATH1* (AT4G32980), *FT* (AT1G65480), *FD* (AT4G35900), *SOC1* (AT2G45660), *FUL* (AT5G60910), *LFY* (AT5G61850), *GAI* (AT1G14920), *GA3OX1* (AT1G15550), *GA20OX1* (AT4G25420), *GA20OX2* (AT5G51810), *GA2OX2* (AT1G30040), *GA2OX6* (AT1G02400).

Sequence data from this article can be found in the Gene Expression Omnibus (GEO) database under accession number GSE272866.

## Supplementary Material

kiaf160_Supplementary_Data

## Data Availability

The data underlying this article are available in the Gene Expression Omnibus (GEO) database and can be accessed with the accession number GSE272866. This manuscript does not report any original code.

## References

[kiaf160-B1] Abe M, Kobayashi Y, Yamamoto S, Daimon Y, Yamaguchi A, Ikeda Y, Ichinoki H, Notaguchi M, Goto K, Araki T. FD, a bZIP protein mediating signals from the floral pathway integrator FT at the shoot apex. Science. 2005:309(5737):1052–1056. 10.1126/science.111598316099979

[kiaf160-B2] Andrés F, Coupland G. The genetic basis of flowering responses to seasonal cues. Nat Rev Genet. 2012:13(9):627–639. 10.1038/nrg329122898651

[kiaf160-B3] Andrés F, Romera-Branchat M, Martínez-Gallegos R, Patel V, Schneeberger K, Jang S, Altmüller J, Nürnberg P, Coupland G. Floral induction in Arabidopsis by FLOWERING LOCUS T requires direct repression of BLADE-ON-PETIOLE genes by the homeodomain protein PENNYWISE. Plant Physiol. 2015:169(3):2187–2199. 10.1104/pp.15.0096026417007 PMC4634070

[kiaf160-B4] Axtell MJ, Bartel DP. Antiquity of MicroRNAs and their targets in land plants. Plant Cell. 2005:17(6):1658–1673. 10.1105/tpc.105.03218515849273 PMC1143068

[kiaf160-B5] Balanzà V, Martínez-Fernández I, Sato S, Yanofsky MF, Kaufmann K, Angenent GC, Bemer M, Ferrándiz C. Genetic control of meristem arrest and life span in Arabidopsis by a FRUITFULL-APETALA2 pathway. Nat Commun. 2018:9(1):565. 10.1038/s41467-018-03067-529422669 PMC5805735

[kiaf160-B6] Berry S, Dean C. Environmental perception and epigenetic memory: mechanistic insight through FLC. Plant J. 2015:83(1):133–148. 10.1111/tpj.1286925929799 PMC4691321

[kiaf160-B7] Capovilla G, Pajoro A, Immink RG, Schmid M. Role of alternative pre-mRNA splicing in temperature signaling. Curr Opin Plant Biol. 2015:27:97–103. 10.1016/j.pbi.2015.06.01626190743

[kiaf160-B8] Chan KX, Phua SY, Crisp P, McQuinn R, Pogson BJ. Learning the languages of the chloroplast: retrograde signaling and beyond. Annu Rev Plant Biol. 2016:67(1):25–53. 10.1146/annurev-arplant-043015-11185426735063

[kiaf160-B9] Chen N, Veerappan V, Abdelmageed H, Kang M, Allen RD. HSI2/VAL1 silences AGL15 to regulate the developmental transition from seed maturation to vegetative growth in arabidopsis. Plant Cell. 2018:30(3):600–619. 10.1105/tpc.17.0065529475938 PMC5894832

[kiaf160-B10] Cheng C-Y, Krishnakumar V, Chan AP, Thibaud-Nissen F, Schobel S, Town CD. Araport11: a complete reannotation of the Arabidopsis thaliana reference genome. Plant J. 2017:89(4):789–804. 10.1111/tpj.1341527862469

[kiaf160-B11] Collani S, Neumann M, Yant L, Schmid M. FT modulates genome-wide DNA-binding of the bZIP transcription factor FD. Plant Physiol. 2019:180(1):367–380. 10.1104/pp.18.0150530770462 PMC6501114

[kiaf160-B12] Conti L . Hormonal control of the floral transition: can one catch them all? Dev Biol. 2017:430(2):288–301. 10.1016/j.ydbio.2017.03.02428351648

[kiaf160-B13] Couzigou J-M, Mondy S, Sahl L, Gourion B, Ratet P. To be or not to be: evolutionary tinkering for symbiotic organ identity. Plant Signal Behav. 2013:8(8):e24969. 10.4161/psb.2496923733067 PMC4004616

[kiaf160-B14] Crick J, Corrigan L, Belcram K, Khan M, Dawson JW, Adroher B, Li S, Hepworth SR, Pautot V. Floral organ abscission in Arabidopsis requires the combined activities of three TALE homeodomain transcription factors. J Exp Bot. 2022:73(18):6150–6169. 10.1093/jxb/erac25535689803

[kiaf160-B15] Davière J-M, Achard P. Gibberellin signaling in plants. Development. 2013:140(6):1147–1151. 10.1242/dev.08765023444347

[kiaf160-B16] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013:29(1):15–21. 10.1093/bioinformatics/bts63523104886 PMC3530905

[kiaf160-B17] Ejaz M, Bencivenga S, Tavares R, Bush M, Sablowski R. ARABIDOPSIS THALIANA HOMEOBOX GENE 1 controls plant architecture by locally restricting environmental responses. Proc Natl Acad Sci U S A. 2021:118(17):e2018615118. 10.1073/pnas.201861511833888582 PMC8092594

[kiaf160-B18] Fouracre JP, He J, Chen VJ, Sidoli S, Poethig RS. VAL genes regulate vegetative phase change via miR156-dependent and independent mechanisms. PLoS Genet. 2021:17(6):e1009626. 10.1371/journal.pgen.100962634181637 PMC8270478

[kiaf160-B19] Galvão VC, Horrer D, Küttner F, Schmid M. Spatial control of flowering by DELLA proteins in Arabidopsis thaliana. Development. 2012:139(21):4072–4082. 10.1242/dev.08087922992955

[kiaf160-B20] Ha CM, Jun JH, Nam HG, Fletcher JC. BLADE-ON-PETIOLE1 encodes a BTB/POZ domain protein required for leaf morphogenesis in Arabidopsis thaliana. Plant Cell Physiol. 2004:45(10):1361–1370. 10.1093/pcp/pch20115564519

[kiaf160-B21] Ha CM, Jun JH, Nam HG, Fletcher JC. BLADE-ON-PETIOLE1 and 2 control Arabidopsis lateral organ fate through regulation of LOB domain and adaxial-abaxial polarity genes. Plant Cell. 2007:19(6):1809–1825. 10.1105/tpc.107.05193817601823 PMC1955725

[kiaf160-B22] Harberd NP . Relieving DELLA restraint. Science. 2003:299(5614):1853–1854. 10.1126/science.108321712649470

[kiaf160-B23] He J, Xu M, Willmann MR, McCormick K, Hu T, Yang L, Starker CG, Voytas DF, Meyers BC, Poethig RS. Threshold-dependent repression of SPL gene expression by miR156/miR157 controls vegetative phase change in Arabidopsis thaliana. PLoS Genet. 2018:14(4):e1007337. 10.1371/journal.pgen.100733729672610 PMC5929574

[kiaf160-B24] He Y, Chen T, Zeng X. Genetic and epigenetic understanding of the seasonal timing of flowering. Plant Commun. 2020:1(1):100008. 10.1016/j.xplc.2019.10000833404547 PMC7747966

[kiaf160-B25] Hepworth J, Dean C. Flowering locus C's lessons: conserved chromatin switches underpinning developmental timing and adaptation. Plant Physiol. 2015:168(4):1237–1245. 10.1104/pp.15.0049626149571 PMC4528751

[kiaf160-B26] Hepworth SR, Zhang Y, McKim S, Li X, Haughn GW. BLADE-ON-PETIOLE–dependent signaling controls leaf and floral patterning in Arabidopsis. Plant Cell. 2005:17(5):1434–1448. 10.1105/tpc.104.03053615805484 PMC1091766

[kiaf160-B27] Hernández-Verdeja T, Strand Å. Retrograde signals navigate the path to chloroplast development. Plant Physiol. 2018:176(2):967–976. 10.1104/pp.17.0129929254985 PMC5813530

[kiaf160-B28] Hu T, Manuela D, Xu M. SQUAMOSA PROMOTER BINDING PROTEIN-LIKE 9 and 13 repress BLADE-ON-PETIOLE 1 and 2 directly to promote adult leaf morphology in Arabidopsis. J Exp Bot. 2023:74(6):1926–1939. 10.1093/jxb/erad01736629519 PMC10049914

[kiaf160-B29] Izawa T . What is going on with the hormonal control of flowering in plants? Plant J. 2021:105(2):431–445. 10.1111/tpj.1503633111430

[kiaf160-B30] Jaeger KE, Pullen N, Lamzin S, Morris RJ, Wigge PA. Interlocking feedback loops govern the dynamic behavior of the floral transition in Arabidopsis. Plant Cell. 2013:25(3):820–833. 10.1105/tpc.113.10935523543784 PMC3634691

[kiaf160-B31] Jin S, Ahn JH. Regulation of flowering time by ambient temperature: repressing the repressors and activating the activators. New Phytol. 2021:230(3):938–942. 10.1111/nph.1721733474759

[kiaf160-B32] Jing Y, Guo Q, Lin R. The B3-domain transcription factor VAL1 regulates the floral transition by repressing *FLOWERING LOCUS T*. Plant Physiol. 2019:181:236–248. 10.1104/pp.19.0064231289216 PMC6716252

[kiaf160-B33] Karim MR, Hirota A, Kwiatkowska D, Tasaka M, Aida M. A role for Arabidopsis PUCHI in floral meristem identity and bract suppression. Plant Cell. 2009:21(5):1360–1372. 10.1105/tpc.109.06702519482972 PMC2700531

[kiaf160-B34] Khan M, Ragni L, Tabb P, Salasini BC, Chatfield S, Datla R, Lock J, Kuai X, Després C, Proveniers M, et al Repression of lateral organ boundary genes by PENNYWISE and POUND-FOOLISH is essential for meristem maintenance and flowering in Arabidopsis. Plant Physiol. 2015:169(3):2166–2186. 10.1104/pp.15.0091526417006 PMC4634066

[kiaf160-B35] Khan M, Tabb P, Hepworth SR. BLADE-ON-PETIOLE1 and 2 regulate Arabidopsis inflorescence architecture in conjunction with homeobox genes KNAT6 and ATH1. Plant Signal Behav. 2012:7(7):788–792. 10.4161/psb.2059922751300 PMC3583964

[kiaf160-B36] Kinoshita A, Richter R. Genetic and molecular basis of floral induction in Arabidopsis thaliana. J Exp Bot. 2020:71(9):2490–2504. 10.1093/jxb/eraa05732067033 PMC7210760

[kiaf160-B37] Lamesch P, Berardini TZ, Li D, Swarbreck D, Wilks C, Sasidharan R, Muller R, Dreher K, Alexander DL, Garcia-Hernandez M, et al The Arabidopsis information resource (TAIR): improved gene annotation and new tools. Nucleic Acids Res. 2012:40(D1):D1202–D1210. 10.1093/nar/gkr109022140109 PMC3245047

[kiaf160-B38] Langridge J . Effect of day-length and gibberellic acid on the flowering of Arabidopsis. Nature. 1957:180(4575):36–37. 10.1038/180036a0

[kiaf160-B39] Li X . Histostaining for tissue expression pattern of promoter-driven GUS activity in Arabidopsis. Bio-protocols. 2011. 10.21769/BioProtoc.93

[kiaf160-B40] Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014:15(12):550. 10.1186/s13059-014-0550-825516281 PMC4302049

[kiaf160-B41] Martin M . Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J. 2011:17(1):10–12. 10.14806/ej.17.1.200

[kiaf160-B42] Mateos JL, Madrigal P, Tsuda K, Rawat V, Richter R, Romera-Branchat M, Fornara F, Schneeberger K, Krajewski P, Coupland G. Combinatorial activities of SHORT VEGETATIVE PHASE and FLOWERING LOCUS C define distinct modes of flowering regulation in Arabidopsis. Genome Biol. 2015:16(1):31. 10.1186/s13059-015-0597-125853185 PMC4378019

[kiaf160-B43] McKim SM, Stenvik G-E, Butenko MA, Kristiansen W, Cho SK, Hepworth SR, Aalen RB, Haughn GW. The BLADE-ON-PETIOLE genes are essential for abscission zone formation in Arabidopsis. Development. 2008:135(8):1537–1546. 10.1242/dev.01280718339677

[kiaf160-B44] Mikulski P, Wolff P, Lu T, Nielsen M, Echevarria EF, Zhu D, Questa JI, Saalbach G, Martins C, Dean C. VAL1 acts as an assembly platform co-ordinating co-transcriptional repression and chromatin regulation at Arabidopsis FLC. Nat Commun. 2022:13(1):5542. 10.1038/s41467-022-32897-736130923 PMC9492735

[kiaf160-B45] Murase K, Hirano Y, Sun T, Hakoshima T. Gibberellin-induced DELLA recognition by the gibberellin receptor GID1. Nature. 2008:456(7221):459–463. 10.1038/nature0751919037309

[kiaf160-B46] Norberg M, Holmlund M, Nilsson O. The BLADE ON PETIOLE genes act redundantly to control the growth and development of lateral organs. Development. 2005:132(9):2203–2213. 10.1242/dev.0181515800002

[kiaf160-B47] Pertea M, Pertea GM, Antonescu CM, Chang T-C, Mendell JT, Salzberg SL. StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat Biotechnol. 2015:33(3):290–295. 10.1038/nbt.312225690850 PMC4643835

[kiaf160-B48] Picó S, Ortiz-Marchena MI, Merini W, Calonje M. Deciphering the role of POLYCOMB REPRESSIVE COMPLEX1 variants in regulating the acquisition of flowering competence in Arabidopsis. Plant Physiol. 2015:168(4):1286–1297. 10.1104/pp.15.0007325897002 PMC4528732

[kiaf160-B49] Porri A, Torti S, Romera-Branchat M, Coupland G. Spatially distinct regulatory roles for gibberellins in the promotion of flowering of Arabidopsis under long photoperiods. Development. 2012:139(12):2198–2209. 10.1242/dev.07716422573618

[kiaf160-B50] Proveniers M, Rutjens B, Brand M, Smeekens S. The Arabidopsis TALE homeobox gene ATH1 controls floral competency through positive regulation of FLC. Plant J. 2007:52(5):899–913. 10.1111/j.1365-313X.2007.03285.x17908157

[kiaf160-B51] Qüesta JI, Song J, Geraldo N, An H, Dean C. Arabidopsis transcriptional repressor VAL1 triggers Polycomb silencing at FLC during vernalization. Science. 2016:353(6298):485–488. 10.1126/science.aaf735427471304

[kiaf160-B52] Ran X, Zhao F, Wang Y, Liu J, Zhuang Y, Ye L, Qi M, Cheng J, Zhang Y. Plant regulomics: a data-driven interface for retrieving upstream regulators from plant multi-omics data. Plant J. 2020:101(1):237–248. 10.1111/tpj.1452631494994

[kiaf160-B53] Ratcliffe OJ, Kumimoto RW, Wong BJ, Riechmann JL. Analysis of the Arabidopsis MADS AFFECTING FLOWERING gene family: MAF2 prevents vernalization by short periods of cold [W]. Plant Cell. 2003:15(5):1159–1169. 10.1105/tpc.00950612724541 PMC153723

[kiaf160-B54] Schwab R, Palatnik JF, Riester M, Schommer C, Schmid M, Weigel D. Specific effects of MicroRNAs on the plant transcriptome. Dev Cell. 2005:8(4):517–527. 10.1016/j.devcel.2005.01.01815809034

[kiaf160-B55] Searle I, He Y, Turck F, Vincent C, Fornara F, Kröber S, Amasino RA, Coupland G. The transcription factor FLC confers a flowering response to vernalization by repressing meristem competence and systemic signaling in Arabidopsis. Genes Dev. 2006:20(7):898–912. 10.1101/gad.37350616600915 PMC1472290

[kiaf160-B56] Shen L, Thong Z, Gong X, Shen Q, Gan Y, Yu H. The putative PRC1 RING-finger protein AtRING1A regulates flowering through repressing MADS AFFECTING FLOWERING genes in Arabidopsis. Development. 2014:141(6):1303–1312. 10.1242/dev.10451324553292

[kiaf160-B57] Silverstone AL, Jung H-S, Dill A, Kawaide H, Kamiya Y, Sun T. Repressing a repressor: gibberellin-induced rapid reduction of the RGA protein in Arabidopsis. Plant Cell. 2001:13(7):1555–1566. 10.1105/tpc.01004711449051 PMC139546

[kiaf160-B58] Song YH, Shim JS, Kinmonth-Schultz HA, Imaizumi T. Photoperiodic flowering: time measurement mechanisms in leaves. Annu Rev Plant Biol. 2015:66(1):441–464. 10.1146/annurev-arplant-043014-11555525534513 PMC4414745

[kiaf160-B59] Susila H, Nasim Z, Gawarecka K, Jung J-Y, Jin S, Youn G, Ahn JH. Chloroplasts prevent precocious flowering through a *GOLDEN2-LIKE–B-BOX DOMAIN PROTEIN* module. Plant Commun. 2023:4(3):100515. 10.1016/j.xplc.2023.10051536597356 PMC10203396

[kiaf160-B60] Suzuki M, Wang HH, McCarty DR. Repression of the LEAFY COTYLEDON 1/B3 regulatory network in plant embryo development by VP1/ABSCISIC ACID INSENSITIVE 3-LIKE B3 genes. Plant Physiol. 2007:143(2):902–911. 10.1104/pp.106.09232017158584 PMC1803726

[kiaf160-B61] Tsukagoshi H, Morikami A, Nakamura K. Two B3 domain transcriptional repressors prevent sugar-inducible expression of seed maturation genes in Arabidopsis seedlings. Proc Natl Acad Sci U S A. 2007:104(7):2543–2547. 10.1073/pnas.060794010417267611 PMC1785360

[kiaf160-B62] Wahl V, Ponnu J, Schlereth A, Arrivault S, Langenecker T, Franke A, Feil R, Lunn JE, Stitt M, Schmid M. Regulation of flowering by trehalose-6-phosphate signaling in Arabidopsis thaliana. Science. 2013:339(6120):704–707. 10.1126/science.123040623393265

[kiaf160-B63] Wang J-W, Czech B, Weigel D. miR156-regulated SPL transcription factors define an endogenous flowering pathway in Arabidopsis thaliana. Cell. 2009:138(4):738–749. 10.1016/j.cell.2009.06.01419703399

[kiaf160-B64] Wang Y, Salasini BC, Khan M, Devi B, Bush M, Subramaniam R, Hepworth SR. Clade I TGACG-motif binding basic leucine zipper transcription factors mediate BLADE-ON-PETIOLE-dependent regulation of development. Plant Physiol. 2019:180(2):937–951. 10.1104/pp.18.0080530923069 PMC6548253

[kiaf160-B65] Wigge PA, Kim MC, Jaeger KE, Busch W, Schmid M, Lohmann JU, Weigel D. Integration of spatial and temporal information during floral induction in Arabidopsis. Science. 2005:309(5737):1056–1059. 10.1126/science.111435816099980

[kiaf160-B66] Willige BC, Ghosh S, Nill C, Zourelidou M, Dohmann EMN, Maier A, Schwechheimer C. The DELLA domain of GA INSENSITIVE mediates the interaction with the GA INSENSITIVE DWARF1A gibberellin receptor of Arabidopsis. Plant Cell. 2007:19(4):1209–1220. 10.1105/tpc.107.05144117416730 PMC1913748

[kiaf160-B67] Wilson RN, Heckman JW, Somerville CR. Gibberellin is required for flowering in Arabidopsis thaliana under short days 1. Plant Physiol. 1992:100(1):403–408. 10.1104/pp.100.1.40316652976 PMC1075565

[kiaf160-B68] Wu G, Park MY, Conway SR, Wang J-W, Weigel D, Poethig RS. The sequential action of miR156 and miR172 regulates developmental timing in Arabidopsis. Cell. 2009:138(4):750–759. 10.1016/j.cell.2009.06.03119703400 PMC2732587

[kiaf160-B69] Xu M, Hu T, McKim SM, Murmu J, Haughn GW, Hepworth SR. Arabidopsis BLADE-ON-PETIOLE1 and 2 promote floral meristem fate and determinacy in a previously undefined pathway targeting APETALA1 and AGAMOUS-LIKE24. Plant J. 2010:63(6):974–989. 10.1111/j.1365-313X.2010.04299.x20626659

[kiaf160-B70] Xu M, Hu T, Smith MR, Poethig RS. Epigenetic regulation of vegetative phase change in Arabidopsis. Plant Cell. 2016a:28(1):28–41. 10.1105/tpc.15.0085426704382 PMC4746683

[kiaf160-B71] Xu M, Hu T, Zhao J, Park M-Y, Earley KW, Wu G, Yang L, Poethig RS. Developmental functions of miR156-regulated SQUAMOSA PROMOTER BINDING PROTEIN-LIKE (SPL) genes in Arabidopsis thaliana. PLoS Genet. 2016b:12(8):e1006263. 10.1371/journal.pgen.100626327541584 PMC4991793

[kiaf160-B72] Yamaguchi A, Wu M-F, Yang L, Wu G, Poethig RS, Wagner D. The microRNA-regulated SBP-box transcription factor SPL3 is a direct upstream activator of LEAFY, FRUITFULL, and APETALA1. Dev Cell. 2009:17(2):268–278. 10.1016/j.devcel.2009.06.00719686687 PMC2908246

[kiaf160-B73] Yamaguchi N, Winter CM, Wu M-F, Kwon CS, William DA, Wagner D. PROTOCOLS: chromatin immunoprecipitation from Arabidopsis tissues. Arabidopsis Book. 2014:12:e0170. 10.1199/tab.017024653666 PMC3952383

[kiaf160-B74] Yang C, Bratzel F, Hohmann N, Koch M, Turck F, Calonje M. VAL- and AtBMI1-mediated H2Aub initiate the switch from embryonic to postgerminative growth in Arabidopsis. Curr Biol. 2013a:23(14):1324–1329. 10.1016/j.cub.2013.05.05023810531

[kiaf160-B75] Yang L, Xu M, Koo Y, He J, Poethig RS. Sugar promotes vegetative phase change in Arabidopsis thaliana by repressing the expression of MIR156A and MIR156C. eLife. 2013b:2:e00260. 10.7554/eLife.0026023538384 PMC3608266

[kiaf160-B76] Yang T, Sun Y, Wang Y, Zhou L, Chen M, Bian Z, Lian Y, Xuan L, Yuan G, Wang X, et al AtHSPR is involved in GA- and light intensity-mediated control of flowering time and seed set in Arabidopsis. J Exp Bot. 2020:71(12):3543–3559. 10.1093/jxb/eraa12832157303 PMC7475253

[kiaf160-B77] Yu S, Cao L, Zhou CM, Zhang TQ, Lian H, Sun Y, Wu J, Huang J, Wang G, Wang JW. Sugar is an endogenous cue for juvenile-to-adult phase transition in plants. eLife. 2013:2:e00269. 10.7554/eLife.0026923543845 PMC3610343

[kiaf160-B78] Yuan L, Song X, Zhang L, Yu Y, Liang Z, Lei Y, Ruan J, Tan B, Liu J, Li C. The transcriptional repressors VAL1 and VAL2 recruit PRC2 for genome-wide polycomb silencing in Arabidopsis. Nucleic Acids Res. 2021:49(1):98–113. 10.1093/nar/gkaa112933270882 PMC7797069

[kiaf160-B79] Yuan W, Luo X, Li Z, Yang W, Wang Y, Liu R, Du J, He Y. A cis cold memory element and a trans epigenome reader mediate Polycomb silencing of FLC by vernalization in Arabidopsis. Nat Genet. 2016:48(12):1527–1534. 10.1038/ng.371227819666

[kiaf160-B80] Zhao J, Doody E, Poethig RS. Reproductive competence is regulated independently of vegetative phase change in Arabidopsis thaliana. Curr Biol. 2023:33(3):487–497.e2. 10.1016/j.cub.2022.12.02936634678 PMC9905307

# Supplementary material for: The transcriptional regulator VAL1 promotes Arabidopsis flowering by repressing the organ boundary genes BOP1 and BOP2
**Source:** Plant Physiol. 2025 Apr 24;198(2):kiaf160. doi: 10.1093/plphys/kiaf160
**Supplement:** kiaf160_Supplementary_Data

**Figure S1**

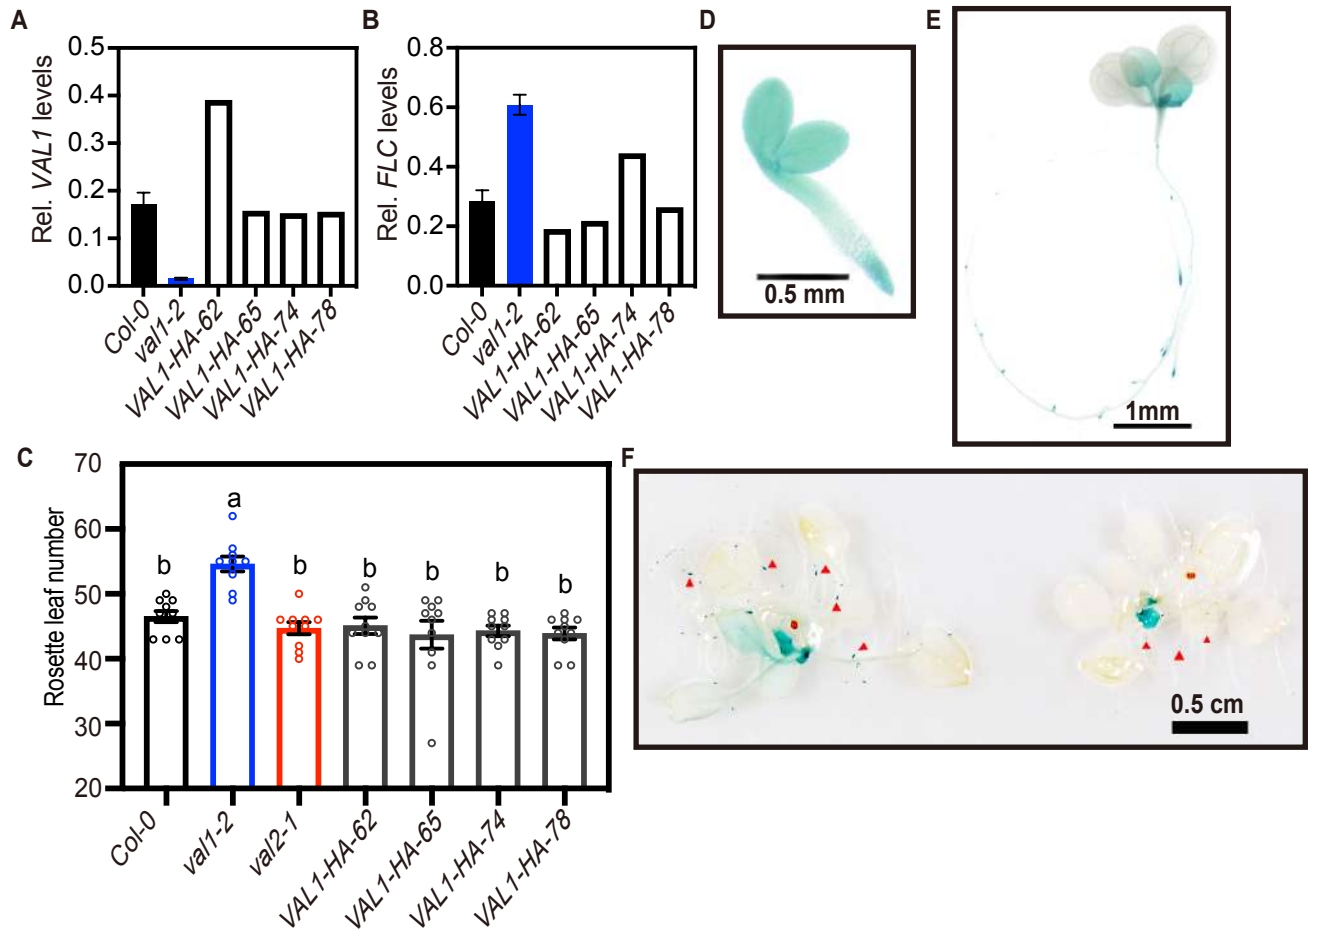

**Supplementary Figure S1 Characterization of VAL1 complementation lines.**

(A, B) Relative (Rel.) transcript levels of *VAL1* (A) and *FLC* (B) mRNA levels in Col-0 (WT), *val1* and in four *pVAL1:VAL1-3xHA* complementation lines assessed by RT-qPCR. *UBC* was used as normalization control. Values are means  $\pm$  SEM of three biological replicates for WT and *val1*. Only one biological replicate was used for each of the *pVAL1:VAL1-3xHA* transgenic lines.

(C) Rosette leaf number of WT, *val1*, *val2* and four *VAL1* complementation lines (*pVAL1:VAL1-3xHA*) grown under short days (SDs) (n=10). Different letters indicate significant differences as determined using Ordinary one-way ANOVA Multiple comparisons ( $p < 0.05$ ).

(D-F) Expression of *pVAL1:VAL1-GUS* in 1-day germinated seeds in long days (LDs) (D, scale bar is 0.5 mm), 1-week-old seedling in LDs (E, scale bar is 1 mm) and 3-week-old seedlings grown in SDs (F, scale bar is 0.5 cm). Red triangles in (F) indicate *VAL1-GUS* expression in the root tips, and two single plants show the same results.

**Figure S2**

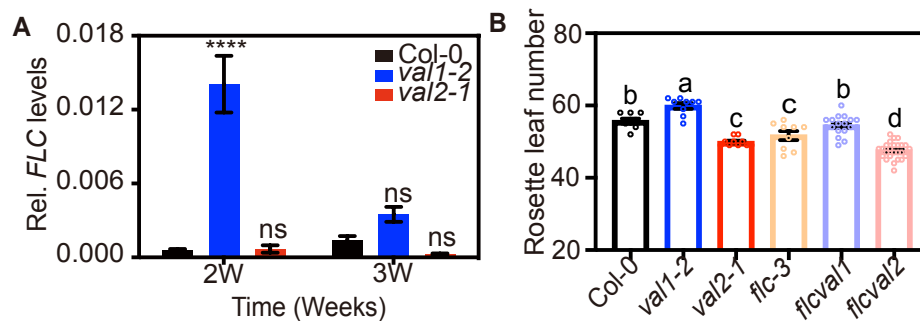

**Supplementary Figure S2 VAL1 regulates flowering time besides of FLC pathway.**

(A) Relative (Rel.) *FLC* transcript abundance tested by RT-qPCR in Col-0 (WT), *val1* and *val2* mutant plants grown under long days (LDs). Seeds were stratified during 72 h in the dark at 4°C, and then transferred to the light for germination at 22°C in LDs. Plants were incubated during 2 and 3 weeks (2W and 3W) before sample collection. Leaf material was collected for total RNA isolation. Values are means  $\pm$  SEM (n=6). *ACTIN2* was used as normalization control. Different stars indicate significant differences as determined using Ordinary two-way ANOVA Multiple comparisons (\*\*\*\* $p$ <0.0001, ns, not significant).

(B) Flowering time of WT, *val1*, *val2* and *flc-3* single mutants, and *flcval1* and *flcval2* double mutant plants grown under short days (SDs), measured as rosette leaf number. Values are means  $\pm$  SEM (n $\geq$ 9). Different letters indicate significant differences as determined using Ordinary one-way ANOVA Multiple comparisons ( $p$ <0.05).

The experiment described in this figure is an independent replicate of the experiment presented in Figure 2B.

**Figure S3**

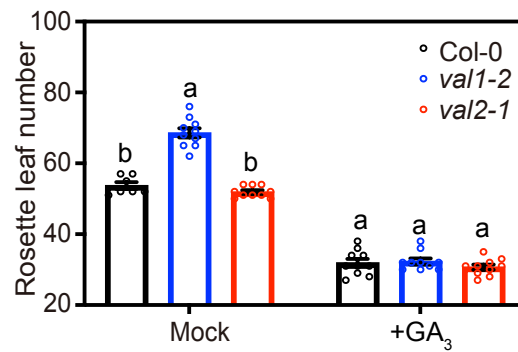

**Supplementary Figure S3 Exogenous gibberellin 3 (GA<sub>3</sub>) rescues the late flowering phenotype of *val1* mutant under SDs.**

Rosette leaf number at flowering measured for Col-0 (WT), *val1* and *val2* mutant plants grown under short days (SDs) with or without 100 uM GA<sub>3</sub> treatment. Values are means  $\pm$ SEM (n $\geq$ 7). This is an independent replicate of the experiment described in Figure 3B. Different letters indicate significant differences as determined using Ordinary two-way ANOVA Multiple comparisons ( $p < 0.05$ ).

**Figure S4**

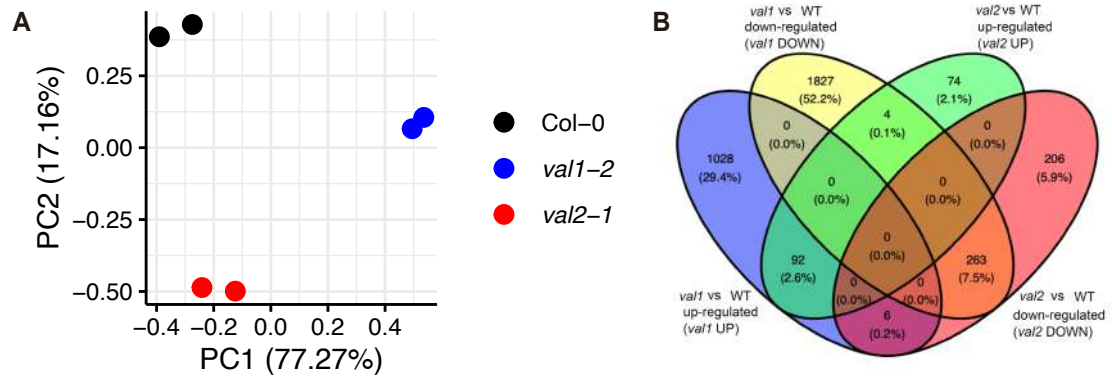

**Supplementary Figure S4 Transcriptome changes in *val1* and *val2* mutant.**

(A) Principal component analysis (PCA) of RNA-seq samples. 

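A PCA was computed on log2 CPM of the 21140 tested genes, centred and not scaled. The first component held 58.8% of the variance and separated both *val1* replicates (scores 78.6 and 73.1) from the other 4 libraries (between -50.9 and -22.0). The second component held 19.6% and separated the WT replicates (31.6 and 37.2) from the libraries labelled *val2* (-40.4 and -41.6). On log2(TPM + 1) of the deposited TPM values, from which many unchanged genes are absent, the shares were 72.5% and 16.6%. They were 51.9% and 20.2% for the 500 most variable genes, and 49.6% and 24.3% when each gene was scaled to unit variance.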

RNA-seq was performed using apices isolated from *val1*, *val2* and Col-0 (WT) plants. 2 biological replicates were performed for each line.

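Of the DEGs called with edgeR, 109 were upregulated and 259 were downregulated in both *val1* and the libraries labelled *val2*. A further 8 genes were upregulated in *val1* and downregulated in the libraries labelled *val2*, and 8 went the opposite way. Only the libraries labelled *val2* had 77 upregulated and 212 downregulated DEGs. In all, 54.7% of the 673 DEGs of the libraries labelled *val2* changed in the same direction in *val1*. Both comparisons use the same 2 WT libraries, which alone gives some shared genes. In 20 simulated data sets with unrelated changes in the mutants and shared WT libraries, between 171 and 228 genes were called in the same direction and between 83 and 125 in opposite directions, against 368 and 16 in the data. With each library left out in turn, between 254 and 361 of the shared genes kept a change of at least 2-fold in the same direction in both.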

(B) Venn diagram shows overlaps of differentially expressed genes (DEGs) in *val1* and *val2* vs. WT. The number of overlapped and non-overlapped DEGs are indicated. Percentages in parentheses were calculated with the total numbers of DEGs.

**Figure S5**

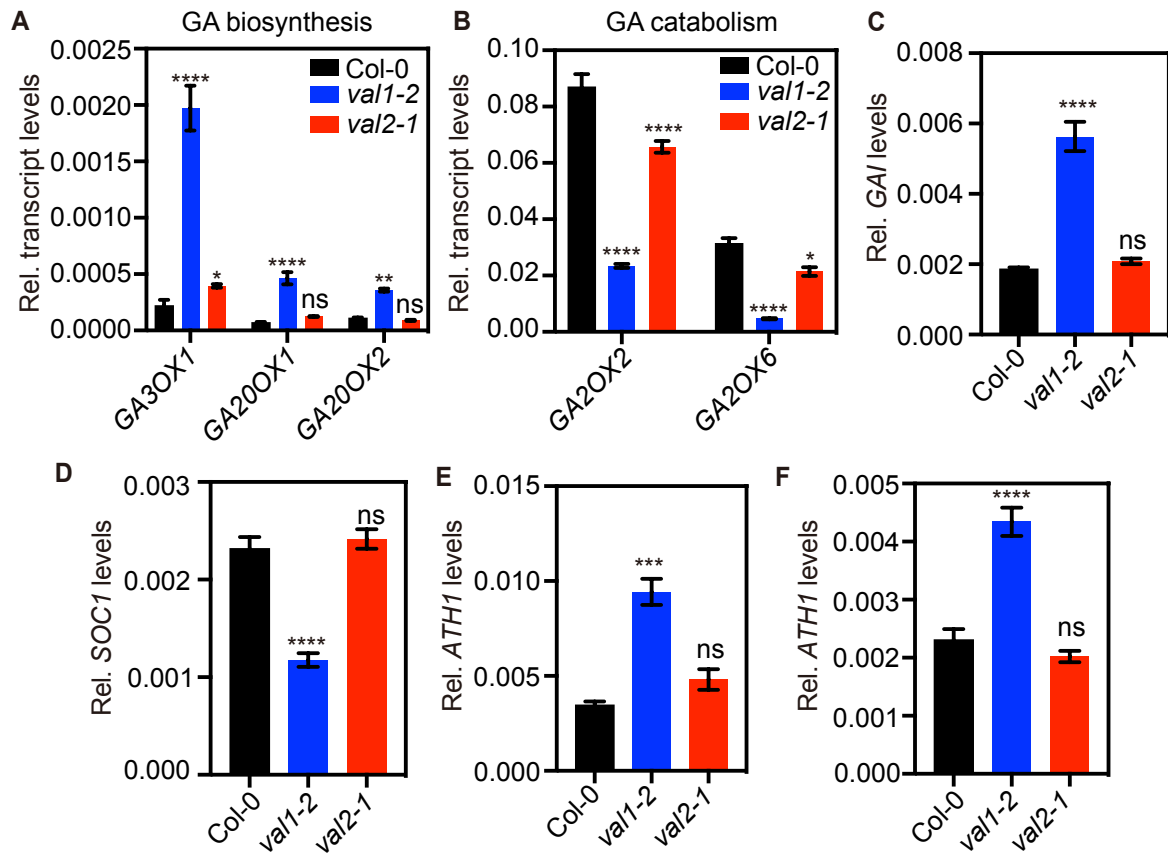

**Supplementary Figure S5 VAL1 regulates the transcription level of flowering and gibberellin (GA) pathway genes.**

(A-E) Relative (Rel.) transcript levels of three GA biosynthesis genes (A; n=9), two GA catabolism genes (B; n=9), the DELLA gene *GAI* (C; n=9), the floral integrator gene *SOC1* (D; n=9), the homeobox gene *ATH1* (E, n=3) expressed in the SAM of 6-week-old Col-0 (WT), *val1* and *val2* plants grown under short days (SDs).

(F) Relative (Rel.) transcript levels of *ATH1* in 2-week-old seedlings grown in long days (LDs). Transcript abundance was measured by RT-qPCR. Values are means  $\pm$  SEM. *ACTIN2* was used as normalization control. Different stars indicate significant differences as determined using Ordinary two-way ANOVA Multiple comparisons for GA-related genes and floral integrator genes, and Ordinary one-way ANOVA Multiple comparisons for *ATH1* mRNA (\* $P$  < 0.05; \*\* $P$  < 0.01; \*\*\*\* $P$  < 0.0001; ns, not significant).

**Figure S6**

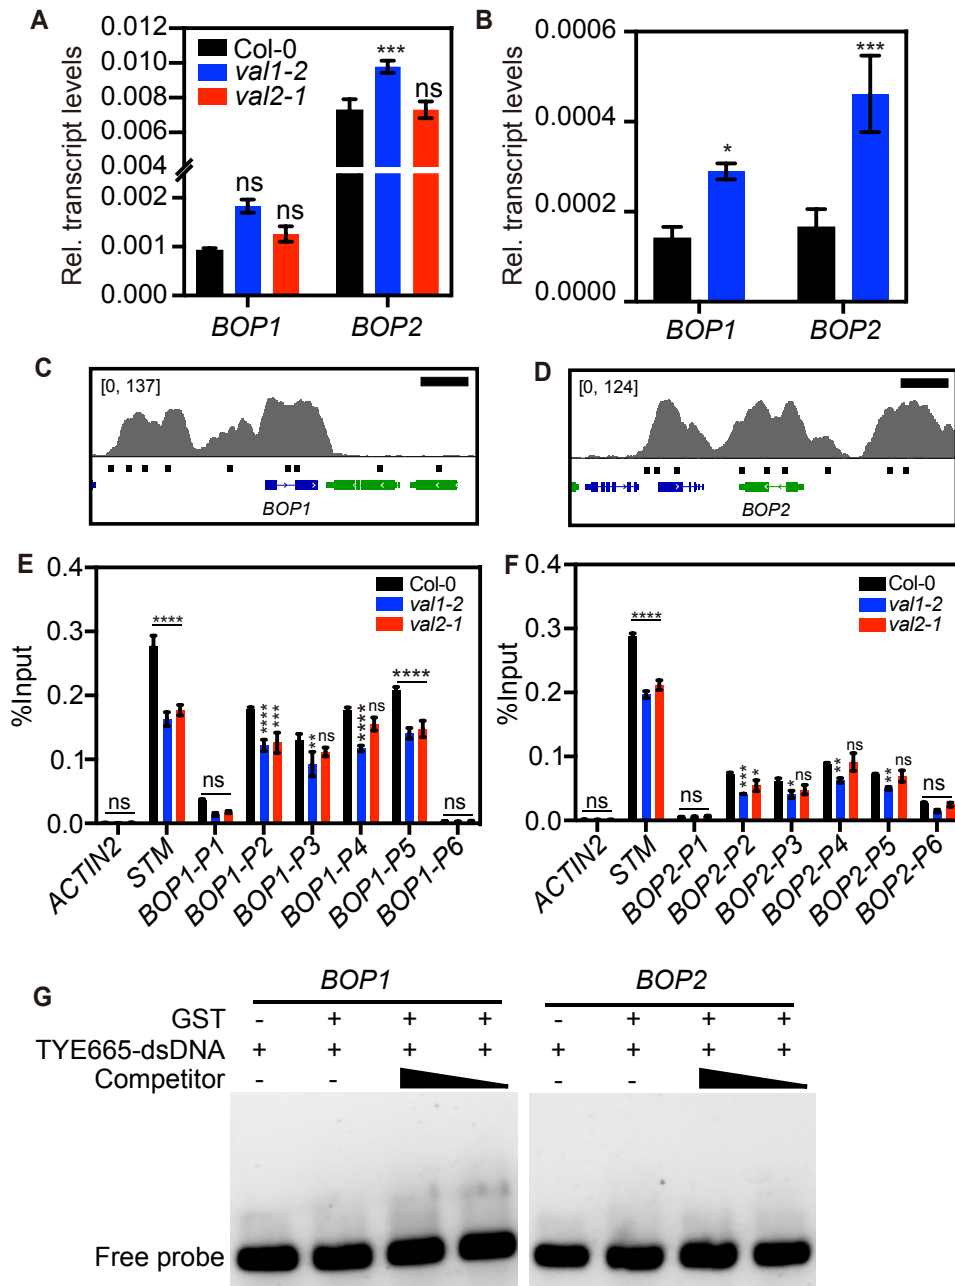

**Supplementary Figure S6 VAL1 induces repression of *BOP1* and *BOP2* via the PRC2 pathway.**

(A, B) Relative (Rel.) transcript level of *BOP1* and *BOP2* were detected in 2-week-old seedlings of Col-0 (WT), *val1* and *val2* plants (A) and in 11-day-old seedlings of WT and *val1* plants (B) at long day (LD) conditions. *ACTIN2* and *UBQ10* were used as normalization control. Different stars indicate significant differences as determined using Ordinary two-way ANOVA Multiple comparisons (\* $P < 0.05$ , \*\*\* $P < 0.001$ , ns, not significant).

(C, D) H3K27me3 ChIP-seq coverage tracks over *BOP1* (C) and *BOP2* (D) genomic loci. Data were extracted from publicly available ChIP-seq data (Yuan et al, 2021). Black boxes below the tracks and above the gene structures indicate the distribution of RY elements in the *BOP1* and *BOP2* genomic regions. Scale bar, 2kb.

(E, F) ChIP-qPCR analysis of H3K27me3 enrichment at *BOP1* (E) and *BOP2* (F) loci in 2-week-old WT, *val1* and *val2* plants grown under LDs. *SHOOT MERISTEMLESS* (*STM*) and *ACTIN2* were used as positive and negative controls of H3K27me3 enrichment, respectively. Values are means  $\pm$  SEM of the three technical replicates in one qPCR experiment. An independent biological replicate of this H3K27me3 ChIP experiment is presented in Figure 5G-H. Different stars indicate significant differences as determined using Ordinary two-way ANOVA Multiple comparisons (\* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\*\* $P < 0.0001$ , ns, not significant).

(G) EMSA testing GST (negative control) binding to the RY motif of *BOP1* (left) and *BOP2* (right) with decreasing concentration of competitor. Complementary to Figure 5F.

How the deposited data were processed for this re-analysis (not part of the article)

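Gene expression was measured by RNA-seq in 6 libraries, each from 0.5 g of dissected shoot apices. The plants were 6 wk of age and had been kept under SD, with 8 h of light, at 22 °C, and there were 2 biological replicates each of WT (Col-0), *val1* (*val1-2*) and *val2* (*val2-1*). All 6 libraries were used, and their genotype was taken from the genotype on their labels. As deposited by the authors, the estimated counts were made from reads trimmed with cutadapt and mapped to TAIR10 with STAR, with gene abundance estimated by stringtie on the Araport11 annotation and collected as whole numbers by prepDE.py3, without normalization. The deposited TPM values were made by the authors from the same stringtie estimates, divided by gene length and scaled per library, and they were used only as an alternative. The normalized coverage tracks named in the Methods and Supplementary Data Set S1 were not used here.

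The table of counts has 24369 entries, of which 77 carry no gene identifier and were left out; they hold between 0.00191% and 0.00266% of the counts of a library. The remaining 24292 genes had between 22635808 and 33474422 counts per library. These sums are 1.49 to 1.52 per uniquely mapped read pair of Supplementary Table S5, so the precision is somewhat lower than the counts alone give, and an alternative divided the counts by this ratio. The 100 most abundant genes took between 12.6% and 13.9% of the counts of a library. Gene positions were taken from the TAIR10 reference, in which 99.6% of the genes were found. The TPM values of the 16383 genes in their table summed to between 798446 and 829989 per library.

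Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr with the genotype as the group (21140 genes tested), libraries were scaled by TMM (factors from 0.925 to 1.09), and 1 quasi-likelihood fit of the 6 libraries with a mean per genotype gave the comparisons *val1* against WT, *val2* against WT and *val1* against *val2*. The common dispersion was 0.0114, a biological coefficient of variation of 10.7%, with 3 residual degrees of freedom. DEGs had a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change of at least 1 in size. The threshold of FC = ±2 in Fig. 4, B and C was read as a 2-fold change. The caption defines FC as the log2 fold change, so this reading is not certain. Standard errors were taken from the fold change and its F statistic. Every adjusted p of a gene in the text comes from edgeR's quasi-likelihood test unless another tool is named. CPM values use the TMM scaling, with a prior count of 2 on the log scale for the PCA. Replicates of a genotype differed by more than counting error, with a chi-square per gene of 14.8 in WT, 11.1 in *val1* and 11.8 in *val2*. The replicate numbers do not pair the libraries, since the deviations of same-numbered replicates from their genotype means had correlations across genes between 0.0309 and 0.0406.

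The text names *VAL1* and *VAL2*, the genes the paper names for its RNA-seq data or in its accession list, genes of a list where that list is discussed, and, for each mutant, the 3 genes with the largest rise and the 3 with the largest fall among the DEGs with a mean of at least 5 CPM and with both mutant libraries beyond both WT libraries. A gene with at most 3 counts in every library of a group was treated as at the floor, and its fold change is given as a lower bound.

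In all, 22 gene lists were written, on the genes of Fig. 4E (higher and lower), the accession list, *VAL1* and *VAL2*, *MIR156* and *MIR157* genes, SPL genes targeted by them, the *FLC* clade, DELLA genes, GA biosynthesis and catabolism, floral identity, organ boundaries, the shoot meristem, cell division, photosynthesis, *BBX* targets of GLK proteins, morning and day or evening clock genes, rapid wound and touch responses, hypoxia and fermentation, and seed maturation. The 19 lists with at least 3 tested genes were tested with camera of limma 3.58.1 (inter-gene correlation 0.01, Benjamini-Hochberg over the lists of a comparison), with fry as the alternative. The 20 terms of Supplementary Table S1 were tested with a two-sided Fisher's exact test on process names of an older annotation, in which some genes are described only by their number of processes and so carry no term. Windows of 50 consecutive tested genes were searched for clusters of DEGs against 1000 permutations of the calls. RY motifs were counted from 1000 bp upstream of a gene to its end and compared with 10000 random lists of unchanged genes matched on region length and expression. The overlap of the DEGs of the mutants was compared with 20 simulated data sets with shared WT libraries. A 50-base word count over the genome measured how unique the exons of each named gene are. Python 3.11.15 with matplotlib 3.10.9 drew the plots.

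The alternatives were DESeq2 1.42.0, DESeq2 size factors in edgeR, library size alone, no filter on low counts, a mean of at least 50 counts, only the 2 genotypes compared, the replicate number as a block, glmTreat against 1.5-fold, limma on log2(TPM + 1) or log2(TPM + 0.1) of genes with a mean TPM of at least 1 or on log2(TPM + 1) of all genes of the TPM table, the divided counts, an adjusted p below 0.01, no fold-change threshold, and each library left out in turn. The analysis was tested on simulated data with 200 changed genes, of which edgeR called 199 with 1 false call among 20996 genes, and 0 false calls for a comparison without changes. DESeq2 called 199 with 0 false calls, and limma on TPM values called 195 of 197 with 16 false calls. The planted changes of genes were all well past 2-fold and left out genes with the lowest counts. Every simulated gene had the same dispersion. How well changes close to 2-fold are recovered was therefore not tested. All 5 planted changes of gene sets were found, with 0 calls among unchanged sets.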

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

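In this part, the tests of exchanged labels and of the scaling for *VAL2*, of dividing cells and of the scaling for the DNA replication genes, of the clock genes, and of the scaling for the photosynthesis, *BBX* and hypoxia genes were chosen only after the result was seen. *VAL2* drew attention as a value that the text of the paper does not give, while Supplementary Data Set S1 was not searched for it. It was higher in both libraries labelled *val2* than in either WT library, with a log2 fold change of 1.96 (standard error 0.0813, adjusted p = 6.15e-06) that stayed between 1.89 and 2.03 with each library left out. An exchange of the WT and *val2* labels would leave *VAL2* far from its level in *val1* in the libraries labelled WT, but the log2 fold change of *val1* against WT was -0.10 (0.11 with library size alone, the highest of the alternatives). The choice of scaling did not remove the rise, which was between 1.94 and 2.08 over 9 scalings. The counts per TPM of *VAL2* in these libraries were 94.9% of those in the others, which argues against coverage moved to a longer or shorter annotated transcript. Reads shared with other places are excluded as well, since 0% of the 50-base words in its exons occur elsewhere. What stays open is the line itself, and reads of AT4G08635, which overlaps 104 bases of *VAL2* on the opposite strand and is not in the table of counts; whether some of its reads are among those of *VAL2* was not tested. An insertion in *VAL2* may raise transcripts of part of the gene without a working protein, or the plants may carry a working *VAL2*; counts per gene do not show where in the gene the reads lie, so these were not tested either. Every direction given for the libraries labelled *val2* carries this doubt.

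Genes of cell division, outside those the paper discusses apart from the term for DNA replication in *val1*, were higher in both mutants. The 16 genes had a median log2 fold change of 0.72 in *val1* (0.717, 16 of 16 higher, camera adjusted p = 8.9e-08) and 0.72 in the libraries labelled *val2* (0.723, 14 of 16 higher, adjusted p = 1.12e-16), and the difference between the mutants did not pass 0.05 with camera (adjusted p = 0.284) but did with fry (0.0425, higher in *val1*). By their medians, the 8 genes of DNA replication rose more than the 6 mitotic genes. The replication genes had medians of 1.09 in *val1* and 1.05 in the libraries labelled *val2*. *MCM6* rose by 1.17 and 1.16 and *PCNA1* by 1.33 and 1.17. *MCM2* rose by 1.12 in *val1* and by 1.00 in the libraries labelled *val2*, where 5 alternatives put it past 2-fold. A larger share of dividing cells as the whole cause would raise mitotic genes as much. The 6 mitotic genes had a median of 0.034 in the libraries labelled *val2*, which argues against it there. In *val1* all 6 were higher, 4 with an adjusted p below 0.05, but their median of 0.38 (0.28 to 0.44 with each library left out) was at most 0.46 times that of the replication genes over the scalings, so a larger dividing share is argued against as the whole cause and stays open as part of the rise. In simulated data without effects, the shared WT libraries gave a median of at most 0.086 for the replication genes. With unrelated effects it was at most 0.27 in the libraries labelled *val2*. The simulations drew each gene independently, so a joint shift of these genes in the WT libraries could not arise there and stays open. The scaling did not bring the median of the replication genes under 1.03 in either mutant. Another hypothesis left open is that cells of the mutant apices express more of the replication genes each; the phase of the cell cycle was not measured, and it may differ between the lines for reasons other than the genotype.

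The 4 morning clock genes *CCA1*, *LHY*, *RVE8* and *RVE1*, which the paper does not discuss, were lower in both mutants. Their median log2 fold change was -2.20 in the libraries labelled *val2* (camera adjusted p = 3.01e-28, 4 of 4 lower) and -0.67 in *val1* (adjusted p = 0.0304, 4 of 4 lower), and the mutants differed (adjusted p = 5.03e-06). *CCA1* changed by -2.56 in the libraries labelled *val2* and by -0.79 in *val1*, and *RVE1* by -3.08 and -1.56. The scaling does not explain this, as the median was -2.11 or lower in the libraries labelled *val2* and -0.46 or lower in *val1* under each scaling. With each library left out in turn it ranged from -2.26 to -2.14 and from -0.90 to -0.51. Both comparisons use the same 2 WT libraries, and the change that these alone would give was not simulated for this list. A later time of harvest and an effect of the genotype cannot be told apart in the libraries labelled *val2*: the 6 day and evening genes had a median of 0.20, but 4 were higher and 2 lower (from -1.06 to 1.23, camera adjusted p = 0.929), and the paper's text does not state the time of day of harvest for each line. In *val1* the day and evening genes were 6 of 6 lower with a median of -0.19 (adjusted p = 0.211 with camera and 0.0257 with fry). The median was between -0.51 and 0.025 over the scalings, but the genes included varied from 4 to 7. The lowest value came from 4 genes on log2(TPM + 0.1). The time of harvest stays open in *val1*.

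The 20 photosynthesis genes were higher in *val1*, a signal in genes the paper does not discuss. Their median log2 fold change was 0.24, against 0.038 for all tested genes, with 18 of 20 higher and 12 past an adjusted p of 0.05, but none of them a DEG (camera adjusted p = 0.0309). The scaling left the median between 0.21 and 0.48, the highest value coming from only 15 of the genes on the TPM values. With each library left out the median was between 0.19 and 0.30. The share of counts from chloroplast genes had a ratio of *val1* to WT of 1.03, which decides nothing here, since the listed genes are nuclear and the share was at most 0.0102% of the counts of a library. The list went the other way in the libraries labelled *val2*, with a median of -0.20 and 17 of 20 lower (camera adjusted p = 0.0069, 0.0937 with fry), and the mutants differed (20 of 20 higher in *val1*, adjusted p = 5.03e-06). Up to 29.5% of the 50-base words of a member occur elsewhere in the genome, so that some counts may be shared within this list. Open explanations are the amount of green leaf tissue left on the dissected apices and an effect of the genotype, and neither was tested.

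Among the 3 *BBX* genes listed as targets of GLK proteins, which the paper does not measure, the median log2 fold change in *val1* was 1.99 (camera adjusted p = 0.00075, 3 of 3 higher). *BBX14* changed by 1.99, *BBX15* by 2.23 and *BBX16* by 0.46 (adjusted p = 2.48e-05, 2.06e-06 and 0.0252). The scaling does not account for it, since the lowest value of *BBX14* and *BBX15* over the scalings was 1.85, and with each library left out the median stayed between 1.82 and 2.14. The median was -0.60 in the libraries labelled *val2* (3 of 3 lower, adjusted p = 0.0529 with camera and 0.0284 with fry), and *BBX16* was lower (-1.24, adjusted p = 0.00123). As a hypothesis, the rise in *val1* may follow that of *GLK1* and *GLK2*; the data hold no test that separates this from a direct effect of the loss of *VAL1*.

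The hypoxia and fermentation genes were lower not only in *val1*, where the paper lists the term (12 of 13 lower, median between -1.03 and -0.79 over the scalings), but also in the libraries labelled *val2*, where it does not. There the median was -0.35, with 13 of 13 lower, 8 past an adjusted p of 0.05 and 4 DEGs (camera adjusted p = 1.57e-07). *PDC1* changed by -3.27 in *val1* and by -2.12 in the libraries labelled *val2*. Under each scaling the median was -0.27 or lower. The shared WT libraries gave medians no lower than -0.11 in simulated data without effects, and no lower than -0.25 with unrelated effects. As each gene was drawn independently, a joint shift of these genes in the WT libraries could not arise in the simulations and stays open. With each library left out the median in the data was between -0.47 and -0.34. An effect of the genotype and a difference in how the tissue was handled both stay open, and neither was tested.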

How the results depend on the processing

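No test in this part was chosen after a result was seen, and the alternatives and the gene lists were set before the data were examined. For counts of genes, lists, terms, clusters, motifs and components, 144 alternative values of 19 results were computed. Of these, 111 stayed on the same side of their threshold or within 1.5 times the count, 21 were smaller and 12 were larger. Each count was compared only with its own value, so a change in which direction held more genes could not appear there. In *val1*, 1246 upregulated and 2074 downregulated genes became 1976 and 1576 with library size alone. Upregulated genes were also more numerous on log2(TPM + 0.1) (1638 and 1504) and without a fold-change threshold (4988 and 4673). Under the other settings, downregulated genes stayed more numerous.

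Without a fold-change threshold the numbers rose as fewer criteria apply, to 4988 upregulated and 4673 downregulated genes in *val1*, 1838 and 2118 in the libraries labelled *val2*, 3484 and 3182 only in *val1*, 2786 in the same and 209 in opposite directions in both, and 7552 between *val1* and the libraries labelled *val2*. Library size alone gave 1976 upregulated genes in *val1* and 1790 only in *val1*; the cause was not tested beyond what is given under the other observations. On log2(TPM + 1), downregulated genes in *val1* numbered 1297 and those only in *val1* 1147, with 108 upregulated and 261 downregulated genes in the libraries labelled *val2*, 225 in the same and 5 in opposite directions; with no filter on low TPM these were 1307, 1163, 110, 258, 218 and 5. The TPM table holds 588 of the 673 DEGs of the libraries labelled *val2*, which accounts for part of their lower numbers; it holds all 3320 DEGs of *val1* (2988 after the filter), and the cause of the rest was not tested. A glmTreat test against 1.5-fold gave 95 upregulated and 196 downregulated genes in the libraries labelled *val2*, 173 in the same and 1 in opposite directions, and an adjusted p below 0.01 gave 125, 292, 236 and 6, being stricter. Only 259 of the 291 genes called by glmTreat in the libraries labelled *val2* were DEGs, and in *val1* it called 3423 genes, 2815 of them DEGs; it requires no 2-fold change. In windows of 20 tested genes the densest cluster of genes downregulated in *val1* held 9 (permutation test, p = 0.288) and that in the libraries labelled *val2* held 6 (p = 0.024), and the cause was not tested.

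With the replicate number as a replicate block, 1226 genes were up- and 2078 downregulated in *val1*, 203 and 497 in the libraries labelled *val2*, and 1091 higher and 1475 lower in *val1* than in the latter; the numbers do not pair the libraries, so this fit only adds terms.

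Across the fits that each left out one library, from 1124 to 1246 upregulated and from 1886 to 2074 downregulated genes of *val1* kept their change. The ranges were 164 to 194 and 355 to 475 in the libraries labelled *val2*, 1011 to 1129 and 1647 to 1807 only in *val1*, 254 to 361 in the same and 11 to 14 in opposite directions, and 2302 to 2560 for *val1* against the libraries labelled *val2*.

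For the log2 fold changes of named genes, 1046 alternatives of 98 results gave 1007 with the same direction and side of the threshold, 14 weaker, 5 stronger and 20 reversed. Of the 613 alternatives of results that were DEGs, 599 remained DEGs, 14 were weaker and 0 reversed. The weaker ones were *FD* in *val1* (-0.86 with library size alone, -0.77, -0.89 and -0.77 on the TPM values) and 10 values of AT4G39840, *CRK23* and AT4G39838 in *val1*, and the 5 stronger ones were *MCM2* in the libraries labelled *val2* (1.00 to 1.08).

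The reversals lay close to 0. With library size alone, *BOP1* (0.042), *MAF4* (0.074), *SOC1* (0.034) and AT2G37670 (0.062) were above 0 in the libraries labelled *val2*, and so was *VAL2* in *val1* (0.11). On log2(TPM + 1), filtered or not, the values were 0.080 for *BOP1*, 0.071 for *MAF4*, 0.014 for *SOC1*, 0.008 for AT2G37670 and 0.059 for *VAL2*, and on log2(TPM + 0.1) they were 0.10, 0.091, 0.018 and 0.062 for *BOP1*, *MAF4*, *SOC1* and *VAL2*. With only the 2 genotypes compared, *MAF4* was at 0.003. The cause was not tested, although scalings that move all genes upward move these too.

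Leaving out 1 library also reversed 20 of 588 values, and 12 moved by more than the spread between replicates. For the libraries labelled *val2* the ranges were -0.28 to 0.17 for *BOP1*, -0.42 to 0.15 for *BOP2*, -0.013 to 0.32 for *FLC*, -0.31 to 0.41 for *MAF4*, -0.13 to 0.53 for *MAF5*, -0.045 to 0.42 for *GLK2*, -0.081 to 0.42 for *AGL15*, -0.11 to 0.020 for *SOC1*, -0.20 to 0.48 for *GAI*, -5.20 to 0.012 for *GA20OX2*, -1.33 to 0.27 for AT1G02770 and -0.65 to 0.45 for AT2G37670. In *val1* they were -0.035 to 0.15 for *RGA* and 0 to 12.68 for AT4G39840, whose *val1* value rests on the first *val1* replicate alone. *SOC1* in *val1* ranged from -1.24 to -0.67.

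The numbers of terms, and of lists in the comparisons with WT, past 0.05 stayed within 1.5 times the count, but single ones crossed it. The organ boundary list in *val1* had an adjusted p of 0.0863 with library size alone, the photosynthesis list in the libraries labelled *val2* 0.0937 with fry, and the hypoxia and jasmonic acid terms 0.0305 and 0.0451 with all annotated genes as background; other lists that passed only with fry are given under the other observations. The lists with an adjusted p below 0.05 numbered 12 in *val1* with camera, 17 with fry and 11 with library size alone, and 4 in the libraries labelled *val2* in each case; all 12 of *val1* also passed with fry, as did 3 of the 4. Of the 20 terms 10 passed 0.05, 12 with all annotated genes as background and 10 with all DEGs of *val1*. The depth limits genes with few counts, above all *MIR157C* (12 to 58 counts), *GA20OX2* (0 to 22) and *MIR156D* (0 to 2).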

Differences from the paper's values

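No test in this part was chosen after a result was seen. In the Venn diagram, 8 genes were downregulated in *val1* and upregulated in the libraries labelled *val2*, against the paper's value of about 4 in Supplementary Fig. S4B, read by eye. Of the alternatives set before the data were examined, DESeq2 (6 genes), a mean of at least 50 counts (5), log2(TPM + 0.1) (5) and an adjusted p below 0.01 (3) came within 1.5 times the paper's value. DESeq2 size factors in edgeR, library size alone, no filter, only the 2 genotypes compared and the divided counts each gave 7, the replicate block gave 8, glmTreat and log2(TPM + 1) with and without a filter gave 1, and the fit without a fold-change threshold gave 83; these did not close the gap. The other 43 of 44 values compared, among them all fold changes of Supplementary Table S3, did not differ by the measure used. That measure is wide for the PCA shares. They are 77% and 17% in Supplementary Fig. S4A, against 58.8% and 19.6% here and 72.5% and 16.6% on log2(TPM + 1).

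The paper describes *SOC1* as downregulated in *val1*. It cites both the heatmap and RT-qPCR of the SAM under SD (Supplementary Fig. S5D), and the RT-qPCR was not examined here. In the RNA-seq counts the log2 fold change of *SOC1* was -0.92, in that direction but short of 2-fold. None of 12 other settings that were run called it a DEG. In the paper's Supplementary Table S3 it is also short of 2-fold, with an adjusted p above 0.05. Here, without a fold-change threshold its adjusted p of 0.016 passes 0.05.

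The paper places the GA-mediated signaling pathway among its top terms for genes upregulated in *val1*. With the annotation used here the term had 0 of its 4 tested genes among the genes upregulated only in *val1* (adjusted p = 1, also with all annotated genes as the background and with all DEGs of *val1*). It also lists terms that did not pass an adjusted p of 0.05 here. For upregulated genes these were multicellular organism development (0.169), response to auxin (0.359), cell differentiation (1), asymmetric cell division and syncytium formation (0.0742 each). For downregulated genes they were responses to hypoxia (0.052), jasmonic acid (0.0775), abscisic acid (0.176) and cold (0.297), of which hypoxia (0.0305) and jasmonic acid (0.0451) passed with all annotated genes as the background.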

Other observations

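In this part, both tests of the wound and touch genes, the tests of overlapping genes for *DIR1*, AT4G02720, AT4G39838, AT4G39840 and AT3G01345, and both tests of the frequency of DEGs around *VAL2* were chosen only after the result was seen. The deposited TPM table leaves out 7909 of the 24292 genes, and it does not leave them out at random. It holds all 3320 DEGs of *val1* but 588 of the 673 DEGs of the libraries labelled *val2*. The absent genes that were tested (5474) had a median p of 0.596 in *val1*, against 0.00741 for the genes present, and the order of the table followed the p of DESeq2 for *val1* against WT (Spearman correlation across genes 0.992). Values from this table therefore describe a set of genes selected on the comparison with *val1*.

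The share of downregulated genes in *val1* changed with the scaling, as the median of all genes did (0.038 with TMM, 0.25 with library size alone, a gap of 0.21). A few abundant genes that take more of the WT counts would account for the gap if leaving them out closed it. Without the 100 most abundant genes the median was still 0.23 with 45.8% of the DEGs downregulated, and without the 1000 most abundant it was 0.16, although the 100 genes took 13.8% of the WT counts and 12.6% of those of *val1*. The medians fell with gene length, but longer or shorter genes being counted differently is argued against as the whole cause by the gap of -0.11 between the medians of the longest and the shortest genes, smaller than the gap between scalings (genes in 4 groups by length, medians 0.094, 0.051, 0.032 and -0.018 from the shortest to the longest). With TMM, the 2171 genes with a mean of at least 100 CPM had a median of -0.13 and the others one of 0.059. Abundant genes as a group were therefore lower in *val1* relative to the other genes. Whether total RNA per apex differed between the genotypes was not measured, and which scaling fits better was not tested.

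Of the gene lists, 12 passed an adjusted p of 0.05 with camera in *val1*. Besides those for cell division, morning clock, photosynthesis, *BBX* and hypoxia genes, these were the genes that Fig. 4E shows as higher (9.17e-10) and as lower (0.000464), both chosen by the study from these libraries, rapid wound and touch responses, GA biosynthesis (0.0129), GA catabolism (0.00941), the *FLC* clade (0.00534, 4 of 6 higher) and organ boundary genes (0.0411, 8 of 9 higher, median log2 fold change 1.14, adjusted p = 0.0863 with library size alone). The *FLC* clade and organ boundary lists also hold genes of Fig. 4E, so they are not independent of that choice. These are *FLC*, *MAF4* and *MAF5* in the clade, and *BOP1* and *BOP2* among the organ boundary genes. The other clade members changed by -0.19 (*FLM*), -0.13 (*MAF2*) and 0.51 (*MAF3*). The lists that did not pass in *val1* were the accession list (0.789, 4 of 8 higher), day and evening clock genes (0.211), DELLA genes (0.789, 3 of 5 higher), floral identity genes (0.414, 4 of 4 lower), SPL genes targeted by miR156 and miR157 (0.384, 6 of 11 higher), seed maturation genes (0.404, 4 of 13 tested) and shoot meristem genes (0.0938, 5 of 5 higher). With fry, 5 of these passed, the day and evening clock genes (0.0257) and the floral identity (0.023), SPL (0.0493), seed maturation (0.0295) and shoot meristem genes (0.0234). With camera, 4 lists passed in the libraries labelled *val2*, those for cell division, morning clock, hypoxia and photosynthesis genes. The adjusted p there was 0.547 for the higher genes of Fig. 4E, 0.226 for DELLA genes, 0.21 for GA biosynthesis, 0.775 for GA catabolism, 0.965 for organ boundary genes and 0.929 for shoot meristem genes, and it was 0.998 for the lower genes of Fig. 4E and for the accession, *FLC* clade, floral identity, SPL, wound and touch, and seed maturation lists. The *BBX* genes passed there with fry only. Between *val1* and the libraries labelled *val2*, 11 lists passed with camera and 17 with fry. The *VAL1* and *VAL2* pair, the *MIR156* genes (1 of 8 in the table of counts, 0 tested) and the *MIR157* genes (1 of 4 tested) were too few for a list test.

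Among the GA genes that the paper measured by RT-qPCR, *GA3OX1* had a log2 fold change of 3.23 in *val1* (adjusted p = 8.54e-06) and 1.71 in the libraries labelled *val2* (adjusted p = 0.00242). *GA20OX1* changed by 3.02 (adjusted p = 0.00137) and 1.51 (0.0903), and *GA20OX2*, with between 0 and 22 counts per library, by 1.81 (0.112) in *val1*. *GA2OX2* changed by -2.09 in *val1* and -0.61 in the libraries labelled *val2* (adjusted p = 2.06e-05 and 0.0344), and *GA2OX6* by -2.40 and -0.52 (1.32e-06 and 0.0103). The DELLA genes other than *GAI* went both ways in *val1*, where *RGL3* was lower (-1.98, adjusted p = 0.000157), *RGL2* higher (1.34, adjusted p = 0.00939, between 0.90 and 1.72 with each library left out), *RGL1* lower but under 2-fold (-0.29, adjusted p = 0.0308) and *RGA* without a significant change (0.054, adjusted p = 0.662). For the libraries labelled *val2*, *RGA* was lower (-0.87, adjusted p = 0.00072), and *RGL1*, *RGL2* and *RGL3* did not pass 0.05 (adjusted p = 0.445, 0.712 and 0.0651). *FUL*, with between 21 and 50 counts per library, changed by -0.96 in *val1* (adjusted p = 0.0442), short of 2-fold. With each library left out the *FUL* value in *val1* was between -1.20 and -0.68. Over 11 other settings it was between -0.99 and -0.47, with adjusted p values from 0.0320 to 0.267. *FUL* changed by -0.77 in the libraries labelled *val2* (adjusted p = 0.140). No explanation was tested for these values.

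The 21 rapid wound and touch genes had a median log2 fold change of -1.09 in *val1*, also with the 1 gene at the floor of counts placed at its bound, with 15 lower and 6 higher (camera adjusted p = 2.02e-06) and 10 downregulated DEGs. *TCH3* changed by -2.37 and *JAZ8* by -2.42. A uniformly weaker response of the *val1* apices to handling is argued against by the 4 members that were upregulated DEGs, among them *ERF5* (1.47) and *CBF2* (1.72). The scaling does not explain the fall, as the median was -0.87 with library size alone. The median in the libraries labelled *val2* was -0.052 (between -0.072 and 0.026 over the scalings). A change of part of the response, whether by the genotype or by handling that differed between harvests, may be at work and was not tested.

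Across genes, the log2 fold changes of *val1* and of the libraries labelled *val2* had a Pearson correlation of 0.42 and a Spearman correlation of 0.50; genes are not independent replicates, and these values carry no p. Chance values of the shared WT libraries were weighed with simulations. With unrelated effects the highest number of genes called in the same direction was 228, against 368 in the data, and the Pearson correlation was between 0.0817 and 0.121 (Spearman 0.093 to 0.12). These simulations called between 1129 and 1220 genes in the libraries labelled *val2*, above the 673 of the data. With no effects at all the Pearson correlation was between 0.463 and 0.558, so by itself it does not separate shared effects from shared WT libraries. The Spearman correlation was between 0.453 and 0.473 without effects, a little below that of the data, and the number of shared DEGs was 0 to 4. The 368 shared DEGs found lie above the highest number from unrelated effects, 228. As each gene was drawn independently, the simulations hold no joint shift of many genes in the WT libraries. Effects common to the mutants and such a shift both stay open.

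The largest changes include genes counted in one group only. In *val1* the largest rises were AT1G02770 (log2 fold change 7.76), AT2G37670 (4.18) and *FSD1* (4.02), and in the libraries labelled *val2* they were AT4G39840 (at least 899-fold higher), *FSD1* (3.98) and *CRK23* (3.95). The largest falls in *val1* were AT4G02720 (at least 190-fold lower), *DIR1* (at least 324-fold lower) and AT3G01345 (-10.43). The largest falls in the libraries labelled *val2* were AT3G01345 (at least 1741-fold lower), AT4G39838 (at least 1453-fold lower) and *DIR1* (at least 324-fold lower). *DIR1* and AT4G02720 overlap another gene on the opposite strand, and summed with it they changed by 0.36 at most in either mutant. In WT the reads were split, the partner of *DIR1* having 1483 of 2399 and 1771 of 2722 counts. In *val1* this partner had 3014 and 3463 counts. The partner of AT4G02720 had 764 and 911 counts in WT and 1398 and 1733 in *val1*. Reads split within a pair in WT and given to the partner in the mutants would account for this. AT4G39838 and AT4G39840 overlap each other on opposite strands, and their summed counts changed by -0.69 in the libraries labelled *val2*, under 2-fold, which is consistent with the same cause for most of their change. Of 19 DEGs of *val1* at the floor in one group, 12 overlap a counted gene, and for 10 the summed change is under 2-fold. In the libraries labelled *val2* these numbers are 9, 5 and 5. Where the overlapping gene holds most counts of a pair, a real loss would also leave the sum under 2-fold. The numbers therefore do not separate reassigned reads from a loss.

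AT3G01345, on chromosome 3 from 129138 to 130749, had 4662 and 5450 counts in WT but 7 and 0 in *val1* and 2 and 0 in the libraries labelled *val2*. Assignment to an overlapping gene is excluded, as 0 annotated genes overlap it, and so are reads shared with other places, as 0% of its words occur elsewhere. A difference between the WT plants and both mutant lines at this gene, other than the mutated genes, stays open and was not tested.

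DEGs of the libraries labelled *val2* were more frequent on chromosome 4, which carries *VAL2*: 5.02% of the tested genes there against 2.74% to 2.95% on the other chromosomes. Within 5 Mb of *VAL2*, 125 of 1864 tested genes were DEGs (43 up, 82 down), or 6.71%, against 2.85% elsewhere. An uneven spread along every chromosome is argued against by 1000 shifts of the calls along the gene order, of which 0 reached this number (median 56, highest 122; permutation p = 0.001, the smallest they can give). A region that is called more often in any mutant is argued against by *val1*, where the ratio of the rates inside and outside was 1.15 (17.9% and 15.5%), against 2.35 in the libraries labelled *val2*. A segment linked to the insertion that carries other differences from WT may account for the excess, as a hypothesis.

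The densest windows of 50 tested genes were searched for the same reason. For genes upregulated in the libraries labelled *val2*, 8 lay on chromosome 4 from 11603481 to 11826143 (p = 0.001, the smallest that 1000 permutations give), 3.65 Mb from *VAL2*; at this distance a segment linked to the *VAL2* insertion and a cluster of another origin cannot be told apart, since the extent of such a segment is not known. Downregulated genes there had at most 7 in a window, 1.45 Mb from *VAL2* (permutation test, p = 0.241). In *val1*, 17 downregulated genes lay on chromosome 5 from 2001071 to 2206928 (permutation test, p = 0.011); a linked segment around the *VAL1* insertion is argued against, as *VAL1* is on chromosome 2 and the window on chromosome 5. Upregulated genes of *val1* had at most 11 in a window (permutation test, p = 0.286).

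RY motifs, the sequence the paper describes as bound by VAL1, were counted in the 1129 genes upregulated only in *val1*. They had 1.88 motifs per gene against 1.26 in matched unchanged genes, a ratio of 1.49 (permutation test, p = 2e-04, the smallest that the 10000 lists give), 1.50 in the gene body and 1.93 within 500 bp of the gene start. Genes downregulated only in *val1* had ratios of 0.892, 0.854 and 1.01 (permutation test, p = 2e-04, 2e-04 and 0.878). They thus had fewer motifs than matched genes in the whole region and the gene body, but not near the gene start. The excess is consistent with VAL1 repressing genes that carry the motif, a hypothesis for which the ratio of 1.49 was the test, and 75.4% of the upregulated genes had at least 1 motif. Base composition of the regions is argued against, since other words of the same composition had a median ratio of 0.949. The highest ratio of another word, 1.44, was close to that of the motif. *BOP1* has 2, *BOP2* 5 and *FLC* 3 motifs in this region, and binding was not measured in these libraries.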
